# Global analysis of primary mesenchyme cell cis-regulatory modules by chromatin accessibility profiling

**DOI:** 10.1186/s12864-018-4542-z

**Published:** 2018-03-20

**Authors:** Tanvi Shashikant, Jian Ming Khor, Charles A. Ettensohn

**Keywords:** Primary mesenchyme cells, Sea urchins, Skeletogenesis, Gene regulatory network, DNase-seq, ATAC-seq

## Abstract

**Background:**

The developmental gene regulatory network (GRN) that underlies skeletogenesis in sea urchins and other echinoderms is a paradigm of GRN structure, function, and evolution. This transcriptional network is deployed selectively in skeleton-forming primary mesenchyme cells (PMCs) of the early embryo. To advance our understanding of this model developmental GRN, we used genome-wide chromatin accessibility profiling to identify and characterize PMC *cis*-regulatory modules (CRMs).

**Results:**

ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) analysis of purified PMCs provided a global picture of chromatin accessibility in these cells. We used both ATAC-seq and DNase-seq (DNase I hypersensitive site sequencing) to identify > 3000 sites that exhibited increased accessibility in PMCs relative to other embryonic cell lineages, and provide both computational and experimental evidence that a large fraction of these sites represent bona fide skeletogenic CRMs. Putative PMC CRMs were preferentially located near genes differentially expressed by PMCs and consensus binding sites for two key transcription factors in the PMC GRN, Alx1 and Ets1, were enriched in these CRMs. Moreover, a high proportion of candidate CRMs drove reporter gene expression specifically in PMCs in transgenic embryos. Surprisingly, we found that PMC CRMs were partially open in other embryonic lineages and exhibited hyperaccessibility as early as the 128-cell stage.

**Conclusions:**

Our work provides a comprehensive picture of chromatin accessibility in an early embryonic cell lineage. By identifying thousands of candidate PMC CRMs, we significantly enhance the utility of the sea urchin skeletogenic network as a general model of GRN architecture and evolution. Our work also shows that differential chromatin accessibility, which has been used for the high-throughput identification of enhancers in differentiated cell types, is a powerful approach for the identification of CRMs in early embryonic cells. Lastly, we conclude that in the sea urchin embryo, CRMs that control the cell type-specific expression of effector genes are hyperaccessible several hours in advance of gene activation.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4542-z) contains supplementary material, which is available to authorized users.

## Background

A central challenge of developmental biology is to elucidate the relationship between genotype and phenotype. The genomically encoded instructions for development can be represented as gene regulatory networks (GRNs), which consist of combinatorial interactions among regulatory genes (i.e., genes that encode transcription factors) and which specify cell identities through the programs of differential gene expression that they control [1, 2]. GRNs are proving to be powerful tools for understanding the genetic regulation and evolution of development. Establishing a connection between genes and anatomy, however, will require linking transcriptional programs to the cell behaviors that drive specific morphogenetic processes.

The development of the sea urchin endoskeleton is a valuable model for dissecting the genetic control of a morphogenetic process [3–5]. The skeleton is a biomineral composed of calcite and occluded matrix proteins and is secreted by primary mesenchyme cells (PMCs), descendants of the micromeres of the 16-cell stage embryo. During gastrulation, PMCs undergo a sequence of well-described behaviors that includes epithelial-mesenchymal transition, directional migration, cell-cell fusion, and biomineral formation [6–8]. The skeleton influences the shape, orientation, swimming, and feeding of the larva [9, 10].

The GRN that underlies PMC specification is one of the most comprehensive in any developing animal [4, 11]. The PMC GRN is activated by maternal factors localized at the vegetal pole of the egg [12, 13]. These maternal factors act through a double-repression system involving the transcriptional repressor, *pmar1/micro1* [14, 15] to activate a small set of early zygotic regulatory genes, including *ets1* [16] and *alx1* [17, 18], selectively in the large micromere-PMC lineage. The products of these genes engage additional layers of regulatory genes and interactions among the various regulatory genes stabilize the transcriptional network and drive it forward [11]. Recently, high-throughput methods have been used to identify hundreds of downstream effector genes in the PMC GRN [19–21]. These effectors regulate critically important aspects of skeletal morphogenesis, including PMC guidance, PMC fusion, and biomineral formation [22–28]. The sea urchin skeletogenic GRN is understood in sufficient detail that it is currently being leveraged to explore the evolution of skeletogenesis within echinoderms, which exhibit diverse patterns of skeletogenesis [4, 29, 30].

Currently, the developmental GRNs that have been constructed for sea urchins, including the PMC GRN, comprise positive and negative regulatory interactions that have been revealed by perturbing the functions of specific regulatory genes and measuring effects on the expression of other genes in the network. Thus, they are maps of functional (epistatic) interactions that, in most cases, do not discriminate between direct and indirect interactions. For a relatively small number of genes, detailed mutational studies of CRMs have been carried out using reporter constructs and direct transcriptional inputs have been identified. For example, with respect to the PMC GRN, CRMs of *Sp-sm50* [31], *Sp-sm30a* [32, 33], *Sp-tbr* [34], and *Sp-alx1* [35] have been experimentally dissected to varying degrees.

A roadblock to a more detailed understanding of the architecture of this (and other) developmental GRNs is the challenge of identifying relevant CRMs. Experimental analysis of CRMs is currently the gold-standard for elucidating direct interactions between specific regulators and their target genes [1]. Therefore, the high-throughput identification of CRMs is a critically important step in developing more comprehensive GRN models. Evolutionary conservation has been used to assist in the identification of putative CRMs [36], but by itself this approach is less than satisfactory. Methods have also been developed that allow multiplexing of barcoded reporters to facilitate cis-regulatory analysis [37, 38], but these are technically challenging and would benefit from accurate, high-throughput methods for CRM identification.

Genome-wide techniques such as ATAC-seq and DNase-seq have been used to identify regions of open chromatin in a variety of cell types [39–41]. These methods rely on the local depletion of nucleosomes at promoters and CRMs and the resultant hypersensitivity of these regions  to enzymes such as DNase I and Tn5 transposase. Hypersensitive DNA fragments are selectively isolated, sequenced, and mapped to the genome. Several studies have shown that cultured cell lines and adult tissues have patterns of chromatin accessibility characteristic of those cell types [42–45]. In addition, cell type-specific patterns of chromatin accessibility have been used as a primary criterion for CRM discovery [46–48].

In order to obtain a more complete understanding of the gene regulatory program deployed in the PMC lineage, we set out to identify relevant functional CRMs in a high-throughput manner and reveal potential regulatory inputs. We used a combination of ATAC-seq and DNase-seq to identify CRMs that regulate gene expression in the skeletogenic lineage and showed that a large fraction of these CRMs drive PMC-specific expression of GFP reporter plasmids. Our work identifying CRMs selectively active in PMCs will facilitate a comprehensive dissection of this important model developmental GRN and an improved understanding of GRN architecture more broadly. Our studies also reveal a surprising developmental history of a large suite of lineage-specific CRMs, which we find are hyperaccessible several hours before cell type-specific transcripts are expressed and are open in multiple embryonic cell lineages. The latter may reflect the pluripotency of early sea urchin embryonic cells or the association of these CRMs with repressors in non-skeletogenic cells.

## Results

### Global analysis of hyperaccessible sites in PMCs using ATAC-seq

PMCs and a “non-PMC” cell fraction were isolated from early mesenchyme blastula stage embryos at 24 h post-fertilization (hpf) as described previously [21]. As in this previous study, the purity of the PMC fraction was > 90% as determined by the fraction of 6a9-positive cells, and the depletion of PMCs from the non-PMC fraction was confirmed by RT-PCR. ATAC-seq was performed on three biological replicates from separate matings. Each replicate consisted of two samples: isolated PMCs and all other (non-PMC) cells (Fig. 1a). A total of six Illumina libraries were generated and sequenced. Sequence reads were analyzed using a bioinformatics pipeline consisting of open-source tools and two custom Python programs (Additional file 1: Figure S1A; see Methods for analysis details and Additional file 2: Table S1 for additional information on sequencing). On average, 89 million 76 bp single-end reads were obtained per sample, of which 69 million reads (77.5%) mapped to the *S. purpuratus* genome (Table 1). 

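ATAC-seq uses the Tn5 transposase to insert sequencing adapters into chromatin that is not covered by nucleosomes, so that the number of reads at a site reflects its accessibility. The samples analysed here were isolated PMCs (primary mesenchyme cells, the cells that form the skeleton) and all other cells of the same embryos at 24 hpf, with 2 replicates of each from separate matings. These are the replicates that the paper retained; the third replicate was not in the files analysed here. The authors mapped the reads to version 3.1 of the S. purpuratus genome, removed PCR duplicates, equalized the number of reads between samples, called peaks in each sample, merged replicate peaks into the RPS and counted the reads of each sample in each RPS peak with HTSeq. The deposited values are these counts, without normalization. After duplicate removal and equalization, the samples held between 42988015 and 42999562 reads. HTSeq set aside 43.0% of them on average for low mapping quality. The reads counted in peaks were 14461998 in PMC replicate 1, 13750967 in PMC replicate 2, 15568032 in other cell replicate 1 and 13259209 in other cell replicate 2. The median count of a peak in a sample was 21. Starting from these counts, 276403 peaks with at least 1 count in any sample were tested with edgeR's quasi-likelihood test after TMM normalization, without a term for the mating. The paper tested the same comparison with DESeq2, which was run as an alternative. Because the PMC and other cell samples of one replicate came from one mating, each result is also given with the replicate number as a block. The choices that could change the numbers are the test, the threshold, the block, and the equalization, which the counts already include and which cannot be undone from them.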

Two sets of replicates were highly concordant, with an average pairwise Pearson’s correlation coefficient of 0.915 (Additional file 1: Figure S1B). 

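Across all 295441 RPS peaks, Pearson's correlation of the raw counts was 0.974 between the 2 PMC replicates and 0.963 between the 2 other cell replicates, with a mean of 0.969 ± 0.00791 (SD over the 2 pairs). The correlation is across peaks, which are not independent replicates, so it was given no test. Samples of the same mating were closer to each other than samples of the same cell type. PMCs and other cells had a correlation of 0.989 in replicate 1 and 0.982 in replicate 2. For pairs that shared neither the mating nor the cell type, the correlation was 0.967 and 0.968, against a lowest value of 0.963 for pairs of the same cell type. Among the log2 scale, ranks and a filter at 10 counts, ranks moved the mean of the replicate pairs most, to 0.938. Ranks over peaks with at least 10 counts in every sample gave a lower mean, 0.879. The paper builds its reference peak set from these replicates because of their concordance.

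**Figure D1:**
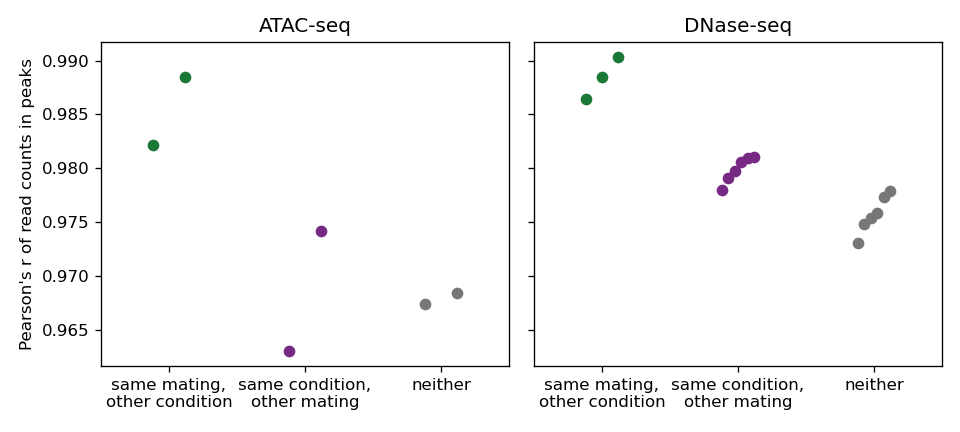
Pearson's correlation of raw read counts in RPS peaks for each pair of samples in ATAC-seq (left) and DNase-seq (right). Each point is a pair of samples that shares the mating, the condition or neither. Pairs of the same mating lie highest in both assays, from 0.982 to 0.989 in ATAC-seq and from 0.986 to 0.990 in DNase-seq.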

One replicate, however, was less concordant (Pearson’s correlation coefficient threshold ≤0.8) and was therefore not included in the analysis. A reference peak set (RPS) was generated from the two highly concordant replicates by identifying replicate peaks that overlapped by at least 75% non-reciprocally and then merging all such peaks across the two samples (see Methods and Additional file 3: Table S2). This RPS contained 295,441 peaks (average peak size ~ 600 bp) that covered 18.84% of the genome. 

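The count files list the same 295441 peaks. Of these, 276403 had at least 1 counted read in any of the 4 samples and 181110 had at least 10 counts in every sample, while 19038 (6.44%) had no counted read in any sample.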

The PMC RPS, provided in Additional file 4: Table S3, represents a comprehensive map of hyperaccessible sites in PMCs at the mesenchyme blastula stage, when the great majority of the genes in the PMC GRN are expressed [21]. A small fraction (5%) of these hyperaccessible sites marked gene promoters but most peaks were associated with intergenic regions or introns and represented putative CRMs (Fig. 1c and see below). Previous RNA-seq data have shown that PMCs express ~ 9500 genes at this developmental stage (FPKM greater than or equal to 5.0) (Rafiq et al., 2014); thus, there are approximately 30 hyperaccessible sites/expressed gene. A RPS was also generated for the Other Cell (non-PMC) cell fraction (Additional file 5: Table S4).

**Fig. 1:**
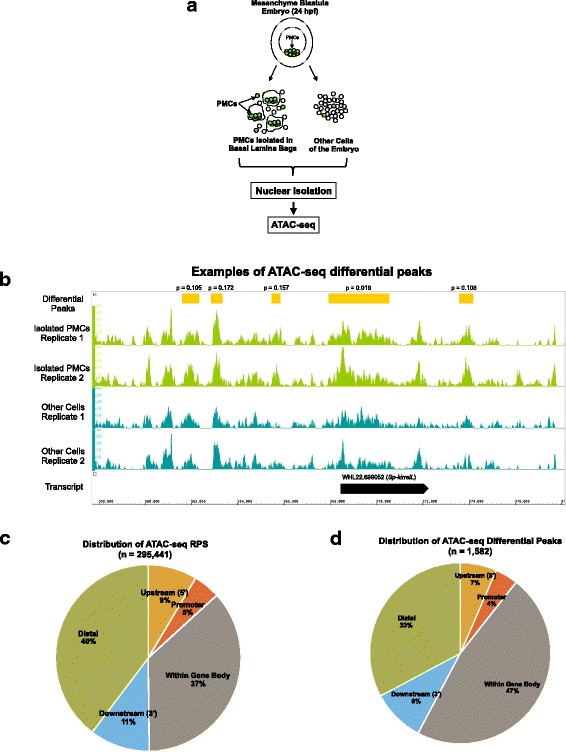
ATAC-seq sample preparation and sequence analysis. **a** *S. purpuratus* embryos were cultured for 24 h at 15 °C in triplicate. PMCs and other cells were isolated and ATAC-seq libraries were generated and sequenced. Sequence reads were analyzed by the bioinformatics pipeline shown in Additional file 1: Fig. S1A. **b** Examples of ATAC-seq differential peaks. These differential peaks (yellow rectangles) are located near the *Sp-kirrelL* gene, which encodes a transmembrane protein required for PMC fusion [27]. The aligned reads for each replicate are visualized, and the difference in peak magnitudes can be seen when comparing differential peaks in the isolated PMC replicates (light green peak trace) to the other cell replicates (dark green trace). Nominal *p*-values for differential peaks are indicated. **c** The distribution of ATAC-seq peaks in the RPS with respect to the closest gene. See Methods for definitions of peak locations. **d** Distribution of ATAC-seq differential peaks with respect to the closest gene

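The peaks listed for Sp-kirrelL lie on scaffold 8 of genome version 3.1. The peak in the promoter region, from 567948 to 570583, had 317 ± 48.2 normalized counts in PMCs and 193 ± 2.28 in other cells (SD, n = 2 each), a log2 fold change of 0.717 with a standard error of 0.234. Its adjusted p-value was 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, the adjusted p-value from the same test was 0.481. The other 4 peaks lie downstream (561611 to 562366, 562856 to 563364 and 565468 to 565870) and upstream (573593 to 574202). Over the 5 peaks, the log2 fold change ranged from 0.602 to 0.806 with standard errors of 0.234 to 0.328. All 5 were higher in PMCs in both matings, and all 5 passed the paper's nominal threshold of 0.2 with and without the block. With each sample left out in turn, the log2 fold changes stayed between 0.296 and 1.07. The paper gives these peaks as examples of a difference in peak magnitude between PMCs and other cells.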

**Table 1:** Sequence Analysis Details for ATAC-seq Samples

Avg. no. sequence reads/sample	89 M
Avg. no. reads mapped/sample	69 M (77.5%)
Avg. no. reads/sample after duplicate removal and equalization	43 M (48.3%)
Avg. no. peaks called/sample	367,113
Avg. fraction reads in peaks	0.635
No. peaks in RPS	295,441
Avg. size of peak in RPS	597 bp
Genome coverage of RPS	18.84%
No. differential peaks (*p* < 0.2)	1582
No. differential peaks within 10 kb of genes	1063
No. differential peaks within 10 kb of PMC DE genes	275; 5.99-fold enrichment (*p* < 2.2e-16)

One thousand five hundred eighty two peaks with nominal *p*-values < 0.2 as calculated by DESeq2 [85] were determined to be enriched in the isolated PMCs compared to the other non-PMC cells: these are ATAC-seq differential peaks. Two hundred seventy five of the 1582 differential peaks were found to be within 10 kb of PMC DE genes, a highly significant enrichment

Differential chromatin accessibility has been shown to be a useful criterion for the discovery of cell type-specific enhancers [46–48]. We therefore analyzed our ATAC-seq data to identify regions of chromatin that were differentially hyperaccessible in PMCs (see Methods). One thousand five hundred eighty two peaks were identified that had significantly elevated signal in isolated PMCs compared with the non-PMC (“Other Cell”) cell fraction. 

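In edgeR's quasi-likelihood test, 15800 of the 276403 tested peaks were higher in PMCs at the paper's nominal threshold of 0.2, and none had an adjusted p-value below 0.05 after Benjamini-Hochberg adjustment. In both directions together, 10.6% of the peaks passed the nominal threshold, where uniformly distributed p-values would give 20%. With the replicate number as a block, 26531 peaks were higher in PMCs at the nominal threshold, and 6 peaks of either direction had an adjusted p-value below 0.05. With legacy = FALSE in edgeR's glmQLFit and the same block, a setting tried after seeing the values, 0 peaks had an adjusted p-value below 0.05. The pairing of the samples is taken from the paper, in which each replicate is a separate mating. After subtraction of the group means, samples with the same replicate number correlated at 0.462 and samples with different numbers at -0.462, values that are mirror images because each group has only 2 samples. All 1582 peaks of Table S5 were higher in PMCs in the counts and passed the nominal threshold in edgeR, and 1559 of them (98.5%) were higher in PMCs in both matings. Their median log2 fold change was 0.948, with a median standard error of 0.363. The paper selected these 1582 peaks on the same samples, so their agreement in direction, threshold and matings was largely fixed in advance. This also holds for single peaks of the set elsewhere in the text. The 5 peaks with the lowest nominal p-values among those higher in both matings had log2 fold changes from 1.21 to 3.28 (standard errors 0.280 to 0.727), and 3 of them had an adjusted p-value below 0.05 in edgeR with the block. The largest of these fold changes came from few normalized counts, 15.5 in PMCs against 1.48 in other cells and 14.6 against 1.99. With the block, swapping PMCs and other cells within a mating gave 5 adjusted peaks, against 6 for the real groups. As a ratio, DESeq2 moved the number of peaks most, to 1797 with its default settings and to 1562 with a beta prior. From the elevated signal in isolated PMCs, the paper defines these peaks as ATAC-seq differential peaks.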

We refer to these peaks as “ATAC-seq differential peaks” (see Fig. 1b for examples and Additional file 6: Table S5 for the coordinates of all ATAC-seq differential peaks identified). As there are approximately 400 genes differentially expressed by PMCs at this stage (“PMC DE genes”) [21], this represents about 4 ATAC-seq differential peaks/PMC DE gene. Of the 1582 ATAC-seq differential peaks, we found that 275 peaks were within 10 kb of PMC DE genes. 

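The list of transcripts near ATAC-seq differential peaks covers 1542 of the 1582 peaks, those before the point where the supplementary table was shortened. Of these, 270 (17.5%) lay within 10 kb of a PMC DE gene. Counts of genes near the peaks that are not differential were not in the files analysed here, so the share was compared within the differential set. Among the 266 peaks with a nominal p-value in Table S5 under 0.1, 85 (32.0%) were near a PMC DE gene. Among the 1276 peaks with a higher p-value, 185 (14.5%) were, an odds ratio of 2.77 (Fisher's exact test, p = 1.5e-10). The test treats peaks as independent, but several can lie near the same gene, so its p-value overstates the evidence. By fold change the order was the reverse. The 270 peaks near a PMC DE gene had a median log2 fold change of 0.757, against 0.987 for the other peaks. The distance moved the share of peaks near a PMC DE gene most, to 15.7% within 5 kb. From the enrichment of differential over non-differential peaks near PMC DE genes, the paper proposes that cell type-specific accessibility is useful for identifying CRMs of these genes.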

Differential peaks were much more likely to be located within 10 kb of DE genes than non-differential peaks; this difference was significant by Fisher’s exact test (*p*-value < 2.2e-16; 5.99-fold enrichment). This strongly suggested that cell type-specific accessibility of peaks was a useful criterion for the identification of CRMs that control genes differentially expressed by PMCs. We also identified ~1,500 peaks that were differentially accessible in the non-PMC cell fraction (Additional file 7: Table S19).

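Higher signal in other cells was found at 13401 peaks in edgeR's quasi-likelihood test at the nominal threshold of 0.2, and none had an adjusted p-value below 0.05. The replicate block raised this number to 24251, of which 1 had an adjusted p-value below 0.05. As for the peaks higher in PMCs, the pairing is taken from the paper's matings, and the correlation of deviations from the group means was 0.462 between samples with the same replicate number. The paper's set in Table S19 holds 1457 peaks, all of which were lower in PMCs in the counts. Their median log2 fold change was -0.755, with a median standard error of 0.319, and 99.4% of them were lower in PMCs in both matings. The paper selected this set on the same samples too, so the agreement was largely fixed in advance. The 5 peaks with the lowest nominal p-values had log2 fold changes from -1.89 to -1.09. The stricter nominal threshold of 0.05 changed the number of peaks by the largest factor, to 1189, and DESeq2 with a beta prior gave 1457.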

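Among the 1542 ATAC-seq differential peaks whose neighbouring transcripts could be read from the supplementary table, 1031 (66.9%) were within 10 kb of at least one gene. A PMC DE gene was among these genes for 26.2% of the 1031 peaks.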

Of the 1582 ATAC-seq differential peaks, 1063 were within 10 kb of at least one gene. Of the 1110 genes in this set, 326 have been assigned to functional (GO) categories, as annotated in Echinobase [49–51]. Biomineralization and metalloprotease functional categories were highly enriched in genes that were within 10 kb of ATAC-seq differential peaks, as compared with the set of genes that were within 10 kb of non-differential peaks (adjusted Fisher’s exact test *p*-value < 0.05; 3.26-fold avg. enrichment) (see Additional file 8: Figure S2A). Biomineralization is the principal biological function of PMCs and biomineralization genes constitute the largest class of PMC DE genes [21]. In addition, pharmacological studies have shown that metalloprotreases play a critically important role in skeletogenesis [52, 53]. Thus, the enrichment of differential peaks near biomineralization and metalloprotease genes was consistent with their enrichment near PMC DE genes more generally and supported the view that cell type-specific chromatin accessibility was a valuable indicator of CRMs active in PMCs.

The genes closest to the peaks in the RPS were identified and the location of each peak with respect to the closest gene was determined (see Methods). Of all peaks in the ATAC-seq RPS, 40% were distal, 37% were within gene bodies, 11% were downstream of genes, 9% were upstream of genes and 5% were closely associated with putative promoter regions (Fig. 1c). 

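The location of each ATAC-seq differential peak was taken from its closest listed transcript, with the gene body first on ties, for the 1542 peaks before the point where the table was shortened. Within gene bodies there were 728 peaks, 47.2% (95% Wilson confidence interval 44.7 to 49.7%), and distal peaks made up 33.1% (30.8 to 35.5%). Downstream peaks accounted for 9.27%, upstream peaks for 7.98% and promoter regions for 2.399% (1.75 to 3.29%). When a promoter was given priority over all other transcripts listed for a peak, the share in promoter regions rose to 4.09%, and this assignment moved the shares most.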

Of the 1582 ATAC-seq differential peaks, 33% were distal, 47% were within gene bodies, 9% were downstream of genes, 7% were upstream of genes and 4% were closely associated with putative promoter regions (Fig. 1d). This represented an enrichment of ATAC-seq differential peaks within gene bodies (Fisher’s exact *p*-value = 1.10e-15; 1.29-fold enrichment) and a depletion in distal regions (Fisher’s exact p-value = 9.25e-08; 1.21-fold depletion) compared to the RPS.

### Analysis of U0126-dependent, hyperaccessible sites identified by DNase-seq

As a parallel, independent approach to the identification of regions of chromatin differentially accessible in PMCs, we used DNase-seq in combination with pharmacological ablation of PMCs. We used U0126, a well-characterized MEK inhibitor, which selectively blocks PMC specification [54, 55]. Whole-embryo RNA-seq analysis has confirmed that U0126 selectively inhibits the expression of genes differentially expressed by PMCs when the inhibitor is used at early developmental stages [21], although we cannot rule out the possibility that this drug has  limited effects on other tissues. Our rationale for applying this secondary approach was our expectation that putative PMC CRMs that were identified by two completely independent methods would constitute a high confidence subset that would be useful for further computational and experimental analyses, as described below.

DNase-seq was performed on three biological replicates from separate matings. Each replicate consisted of two samples: control mesenchyme blastulae and sibling U0126-treated, PMC (−) embryos (Fig. 2a). 

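DNase-seq measures accessible chromatin by digestion with DNase I, which cuts DNA at nucleosome-depleted sites more often than elsewhere. The samples were control embryos and siblings treated with 10 µM U0126, an inhibitor of MEK that blocks PMC specification, both collected at 28 hpf, with 3 replicates of each from separate matings. The authors processed the reads as for ATAC-seq, and the deposited values are HTSeq read counts in each of the 157108 peaks of the DNase-seq RPS, without normalization. After duplicate removal and equalization, the samples held between 14676742 and 14680727 reads, of which 44.5% on average were set aside for low mapping quality. In control embryos, between 3644395 and 3922962 reads were counted in peaks, with a median of 3887575. In PMC (−) embryos, this number was between 3253705 and 3939226, with a median of 3787619. The median count of a peak in a sample was 6, and 43631 peaks had at least 10 counts in every sample, so small differences at most peaks were below what this depth can show. The 139232 peaks with at least 1 count in any sample were tested as for ATAC-seq, with edgeR's quasi-likelihood test after TMM normalization and no term for the mating, and again with the replicate number as a block.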

A total of six Illumina libraries were generated and sequenced. 

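The mean Pearson's correlation of raw counts over the 6 pairs of replicates of one condition was 0.980 ± 0.0012 (SD), with values from 0.978 to 0.981 across all 157108 peaks. Control and PMC (−) embryos of the same mating had correlations from 0.986 to 0.990, so every such pair was closer than any pair of replicates of one condition. Pairs that shared neither ranged from 0.973 to 0.978. These are correlations across peaks, which are not independent replicates. The mean of the replicate pairs fell to 0.914 with Spearman's rank correlation. With the same ranks over peaks that had at least 10 counts in every sample, it was 0.893. The paper describes the DNase-seq replicates as highly concordant.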

We found that peaks identified in replicate samples were highly concordant, with an average pairwise Pearson’s correlation coefficient of 0.955 (Additional file 1: Figure S1C). On average, 23.5 million 50 bp single-end reads were obtained per sample, of which 19 million reads (80.8%) were mapped to the *S. purpuratus* genome (Table 2 and see Additional file 9: Table S6 for additional information on sequencing). One thousand six hundred fifty nine peaks were identified that had significantly elevated signal (nominal *p*-value < 0.1) in control embryos compared to PMC (−) embryos. 

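With edgeR's quasi-likelihood test, 6662 of 139232 tested peaks were higher in control embryos at the nominal threshold of 0.1, and 1 peak had an adjusted p-value below 0.05 after Benjamini-Hochberg adjustment. This peak lies on scaffold 198 from 299072 to 301975 in the body of Sp-p16, with 266 ± 64.7 normalized counts in control and 69.6 ± 18.9 in PMC (−) embryos (SD, n = 3 each). Its log2 fold change was 1.94 with a standard error of 0.208, and its adjusted p-value from edgeR was 0.00391. In the fit with the replicate block, 11399 peaks were higher in control embryos at the nominal threshold, and 836 of them had an adjusted p-value below 0.05. These adjusted p-values depend on the fit. With legacy = FALSE in edgeR's glmQLFit and the same block, 12 peaks of either direction passed, 10 of them higher in control embryos. DESeq2 with the block gave 37, and both alternatives were chosen after seeing the values. Adjusted p-values with the block at single DNase-seq peaks elsewhere in the text come from the default setting. The pairing is taken from the paper, where the treated embryos are siblings of the controls. Deviations from the group means correlated at 0.525 between samples with the same replicate number and at -0.262 between samples with different numbers. Every one of the 1659 peaks of Table S7 was higher in control embryos and passed the nominal threshold in edgeR, and 1643 (99.0%) were higher in all 3 matings. Their median log2 fold change was 0.924, with a median standard error of 0.310. Because the paper selected these 1659 peaks on the same samples, their agreement in direction, threshold and matings was largely fixed in advance. This also holds for single peaks of the set elsewhere in the text. The 5 peaks with the lowest nominal p-values had log2 fold changes from 0.562 to 2.77, all higher in control embryos in every mating. Among the alternatives, the test changed the number by the largest factor, with 1727 peaks from DESeq2 at its default settings and 1639 with a beta prior. The paper defines the peaks with elevated signal in control embryos as DNase-seq differential peaks.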

We refer to such peaks as “DNase-seq differential peaks” (see Fig. 2b for an example and Additional file 10: Table S7 for coordinates of all DNase-seq differential peaks identified). We also identified 817 peaks that were differentially accessible in PMC (-) embryos relative to control embryos (Additional file 11: Table S20 and Additional file 12: Table S21).

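In the opposite direction, 5543 peaks were higher in PMC (−) embryos at the nominal threshold of 0.1 in edgeR's quasi-likelihood test, and none of these had an adjusted p-value below 0.05. The fit with the replicate block, paired by mating as above, gave 9102, of which 188 had an adjusted p-value below 0.05. Same-numbered samples correlated at 0.525 in their deviations from the group means. The 816 peaks listed in Table S21 had a median log2 fold change of -1.02 with a median standard error of 0.371, and 98.8% of them were higher in PMC (−) embryos in every mating. Selection on the same samples largely fixed this agreement in advance. At the 5 peaks with the lowest nominal p-values, log2 fold changes lay between -1.80 and -0.615. DESeq2 with a beta prior gave 816 peaks, the value farthest from that of edgeR.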

**Fig. 2:**
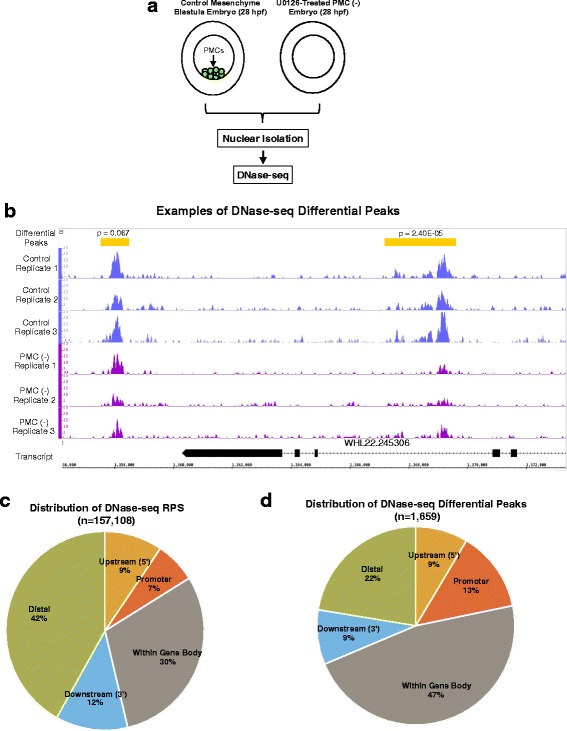
DNase-seq sample preparation and sequence analysis. **a** *S. purpuratus* embryos were treated with U0126 at the 2-cell stage to obtain PMC (−) embryos. Control and U0126-treated embryos were cultured for 28 h at 15 °C in triplicate. Nuclei were isolated and DNase-seq was carried out. Sequence reads were analyzed by the bioinformatics pipeline shown in Additional file 1: Figure S1A**. b** An example of DNase-seq differential peaks. The differential peaks (yellow rectangles) are located near the WHL22.245306 transcript. The aligned reads for each replicate are visualized as traces, and the differences in peak magnitude are clear when comparing control whole embryos (violet peak trace) to PMC(−) embryos (dark purple trace). Nominal p-values for differential peaks are indicated. **c** Distribution of DNase-seq peaks in the RPS with respect to the closest gene. See Methods for definitions of peak locations. **d** Distribution of DNase-seq differential peaks with respect to the closest gene

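The 7 DNase-seq differential peaks near this transcript lie on scaffold 20 of genome version 3.1. The peak with the lowest nominal p-value, from 1367193 to 1369632 within the gene body, had 181 ± 41.5 normalized counts in control embryos and 86.0 ± 26.4 in PMC (−) embryos (SD, n = 3 each). Its log2 fold change was 1.08 with a standard error of 0.211, and its adjusted p-value was 0.502 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, the adjusted p-value from edgeR was 2.5e-15. Over the 7 peaks, log2 fold changes ranged from 0.508 to 1.08, and 6 of them had an adjusted p-value below 0.05 in the fit with the block. All 7 were higher in control embryos in all 3 matings, and leaving out each sample in turn kept the log2 fold changes between 0.368 and 1.33. The paper presents the difference in magnitude between control and PMC (−) embryos as an example of DNase-seq differential peaks.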

**Table 2:** Sequence Analysis Details for DNase-seq Samples

Avg. no. sequenced reads/sample	23.5 M
Avg. no. reads mapped/sample	19 M (80.8%)
Avg. no. reads mapped/sample after duplicate removal and equalization	14.7 M (62.5%)
Avg. no. peaks called/sample	256,007
Avg. fraction reads in peaks	0.55
No. peaks in RPS	157,108
Avg. size of peak in RPS	637 bp
Genome coverage of RPS	10.68%
No. differential peaks (*p* < 0.1)	1659
No. differential peaks within 10 kb of a gene	1287
No. differential peaks within 10 kb of a PMC DE gene	258; 5.31-fold enrichment (*p* < 2.2e-16)

One thousand six hundred fifty nine peaks with nominal p-values < 0.1 as calculated by DESeq2 [85] were determined to be enriched in the control embryos compared to PMC (−) embryos: these are DNase-seq differential peaks. Two hundred fifty eighty of these peaks were found to be within 10 kb of PMC DE genes

As we found with differential ATAC-seq peaks, differential DNase-seq peaks were much more likely to be located near PMC DE genes (and biomineralization genes) than non-differential peaks. Of the 1659 DNase-seq differential peaks, 1287 peaks were within 10 kb of at least one gene. 

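The supplementary list of transcripts near DNase-seq differential peaks was shortened and covers 1403 of the 1659 peaks. Of these, 1085 (77.3%) were within 10 kb of at least one gene.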

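In the 1403 DNase-seq differential peaks that could be read from the list, 216 (15.4%) were within 10 kb of a PMC DE gene, or 19.9% of the 1085 peaks with any gene within this distance. The comparison with non-differential peaks needs annotation that was not in the files analysed here. Within the differential set, the share rose with the strength of the difference. It was 21.8% (144 of 660) for peaks with a nominal p-value in Table S7 under 0.05 and 9.69% (72 of 743) for the others, an odds ratio of 2.60 (Fisher's exact test, p = 3.3e-10). Counting the peaks after the end of the list as not near a PMC DE gene lowered the share to 13.0%, more than the other alternatives did. The paper reasons from the enrichment near PMC DE genes that sensitivity to U0126 marks CRMs active in PMCs.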

Of these DNase-seq differential peaks, 20% (258/1287) were within 10 kb of PMC DE genes, a significant enrichment compared with non-differential peaks (Fisher’s exact test, *p*-value < 2.2e-16; 5.31-fold enrichment). Of the 1216 genes within 10 kb of DNase-seq differential peaks, 400 have been assigned to functional (GO) categories, as annotated in Echinobase [49–51]. Biomineralization and transcription factor functional categories were highly enriched in this gene set compared to genes located near non-differential peaks (adjusted Fisher’s p-value <8e-07, 3.46-fold avg. enrichment) (see Additional file 8: Figure S2B). The finding that DNase-seq differential peaks were much more likely than non-differential peaks to be located near DE (and biomineralization) genes provided evidence that U0126 sensitivity was a useful indicator of CRMs active in PMCs.

We mapped the location of each peak in the RPS relative to the nearest gene (see Methods). We found that 42% of RPS peaks were distal, 30% were within gene bodies, 12% were downstream of genes, 9% were upstream of genes and 7% were closely associated with putative promoter regions (Fig. 2c). Of the 1659 DNase-seq differential peaks, 22% were distal, 47% were within gene bodies, 9% were downstream of genes, 9% were upstream of genes and 13% were closely associated with putative promoter regions (Fig. 2d). 

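Of the 1403 DNase-seq differential peaks with listed transcripts, 681 were within gene bodies, 48.5% (95% Wilson confidence interval 45.9 to 51.2%), and 22.7% were distal (20.6 to 24.9%). The closest transcript placed 8.84% of the peaks downstream of genes, 10.6% upstream and 9.34% in promoter regions (7.92 to 11.0%). The share in promoter regions was 13.7% when a promoter took priority over every other listed transcript, the largest change among the locations. Promoter regions held 2.399% of the ATAC-seq differential peaks by the same assignment, and the confidence intervals of the 2 shares do not overlap.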

Of the peaks found within the gene body (both in the RPS and in the set of DNase-seq differential peaks), the majority (∼90%) were in introns. These data revealed a significant enrichment of DNase-seq differential peaks in promoter regions (Fisher’s exact *p*-value = 1.10e-15; 1.97-fold enrichment) and within gene bodies (Fisher’s exact p-value = 1.10e-15; 1.55-fold enrichment) and a significant depletion of distal peaks (Fisher’s exact *p*-value = 1.10e-15; 1.32-fold depletion) relative to the RPS. The latter two findings mirrored our observations with differential ATAC-seq peaks (above).

We examined the extent to which the data obtained by the two independent chromatin accessibility mapping methods (ATAC-seq and DNase-seq) were congruent (Table 3). Overall, when we compared the RPSs derived from DNase-seq and ATAC-seq data, we observed a high degree of correspondence. A very large fraction of the DNase-seq peaks (88%) overlapped ATAC-seq peaks by at least 1 nt. We noted that the total number of peaks in the ATAC-seq RPS was almost twice that of the DNase-seq RPS (295,441 and 157,108 peaks, respectively), although the average peak sizes of the two RPSs were very similar (597 and 637 bp, respectively). The larger number of called peaks in the ATAC-seq RPS may have been due to the greater depth of sequencing and/or to a slightly lower level of noise in these data (we found that the average FRIP score was slightly higher in the ATAC-seq data).

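The mean number of reads after duplicate removal and equalization was 42992679.5 per ATAC-seq sample and 14678577.5 per DNase-seq sample. Reads counted in RPS peaks made up 33.2% ± 2.33 (SD, n = 4) of them in ATAC-seq and 25.5% ± 1.79 (SD, n = 6) in DNase-seq. The lowest ATAC-seq sample (30.8%) lay above the highest DNase-seq sample (26.8%), a difference of 7.69 percentage points between the means (exact permutation test over 4 and 6 samples, p = 0.0095). The samples came from 2 and 3 matings, and the test treats samples of one mating as independent, so its p-value overstates the evidence. The ATAC-seq RPS also holds more peaks (295441 against 157108) and covers more of the genome. A larger share of reads can fall in it for that reason, so the gap does not separate noise from coverage. The shares of reads in peaks include reads set aside for low mapping quality in the denominator. Over the reads that passed this filter, a denominator chosen after seeing the values, the fractions in peaks were 0.582 and 0.459. The paper proposes greater depth and a slightly lower level of noise as reasons for the larger number of ATAC-seq peaks.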

**Table 3:** Correspondence Between ATAC-seq and DNase-seq Datasets

No. peaks in DNase-seq RPS	157,108
No. peaks in ATAC-seq RPS	295,441
No. of DNase-seq RPS peaks overlapping ATAC-seq RPS peaks	138,145 (88% of DNase-seq RPS)
No. of ATAC-seq RPS peaks overlapping DNase-seq RPS peaks	130,552 (44% of ATAC-seq RPS)
No. of DNase-seq differential peaks	1659 peaks
No. of ATAC-seq differential peaks	1582 peaks
No. of overlapping differential peaks	161 (*p* = 2.2e-16)
No. of overlapping differential peaks within 10 kb of PMC DE genes	73 (*p* < 5.5e-10; 2.38-fold avg. enrichment)

One hundred sixty one peaks are present in both the DNase-seq and ATAC-seq differential peak set, overlapping by at least 75% in one direction. Of these 161 overlapping peaks, 73 are within 10 kb of PMC DE genes

### Differential chromatin accessibility mapping identifies known PMC CRMs

CRMs that regulate four genes expressed selectively by PMCs have been identified by low-throughput approaches and experimentally verified through mutational analysis of reporter constructs. The genes are: *Sp-sm50* [31], *Sp-sm30a* [32, 33], *Sp-tbr* [34], and *Sp-alx1* [35]. Each of these experimentally verified CRMs aligned with local regions of open chromatin in one or both of the ATAC-seq and DNase-seq datasets (Fig. 3). The *Sp-alx1* CRMs (Fig. 3a) were not identified as significantly differentially hypersensitive in either dataset. 

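Sp-sm30a is not named in the supplementary lists and the coordinates of its CRM were not in the files analysed here. The lists name Sp-Sm30b on scaffold 4453 of genome version 3.1, where 5 ATAC-seq and 3 DNase-seq differential peaks lie within 10 kb, and whether one of them is the CRM in question was not established. The ATAC-seq peak in the promoter region of Sp-Sm30b (25613 to 26882) had 67.0 ± 27.2 normalized counts in PMCs and 40.0 ± 7.35 in other cells (SD, n = 2 each). Its log2 fold change was 0.743 with a standard error of 0.360. Its adjusted p-value was 1.00 without and 0.933 with the replicate block in edgeR's quasi-likelihood test. Over the 5 ATAC-seq peaks the log2 fold change ranged from 0.671 to 1.09, all higher in PMCs in both matings, and from 0.257 to 1.49 when each sample was left out in turn. Downstream of the gene, an ATAC-seq peak from 18107 to 19235 (log2 fold change 0.744, standard error 0.270) and a DNase-seq peak from 18380 to 19488 (log2 fold change 1.27, standard error 0.315) overlap. Table S8 names Sp-Sm30C as the gene closest to this ATAC-seq peak and lists its construct as inactive. The DNase-seq peak had an adjusted p-value of 9.0e-05 with the replicate block and 0.956 without it in edgeR. Peaks of the Sp-sm50 CRM could not be identified from the tables and are not given. From these known CRMs, the paper concludes that neither assay alone was exhaustive.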

The *Sp-sm50* CRM (Fig. 3b) was differentially hypersensitive in the DNase-seq dataset but not in the ATAC-seq dataset, while the *Sp-sm30a* CRM (Fig. 3c) was differentially hypersensitive in the ATAC-seq dataset but not in the DNase-seq dataset. 

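On scaffold 424 of genome version 3.1, the tables list 2 ATAC-seq differential peaks and 1 DNase-seq differential peak in the body of Sp-tbr. The ATAC-seq peak from 296610 to 297584 had 113 ± 10.7 normalized counts in PMCs and 77.9 ± 14.3 in other cells (SD, n = 2 each), a log2 fold change of 0.536 with a standard error of 0.269. The adjacent peak from 297754 to 298470 had a log2 fold change of 0.847 with a standard error of 0.315. Neither passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, with or without the replicate block. The DNase-seq peak from 298687 to 299773 had 71.7 ± 15.1 normalized counts in control embryos and 43.3 ± 15.3 in PMC (−) embryos (SD, n = 3 each). Its log2 fold change was 0.736 with a standard error of 0.266, and its adjusted p-value in edgeR was 0.984 without the block and 0.00525 with it. All 3 peaks changed in the same direction in every mating, and none of the fits that left out a sample reversed a fold change.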

Of the four known CRMs involved in regulating *Sp-tbr* expression (Fig. 3d), one overlapped an ATAC-seq differential peak and one overlapped both DNase-seq and ATAC-seq differential peaks. These observations showed that known PMC CRMs were well represented in the combined set of differential peaks obtained by DNase-seq and ATAC-seq. They also showed, however, that our identification of PMC CRMs was not exhaustive by either DNase-seq or ATAC-seq and that the most complete capture of known CRMs came from combining approaches.

**Fig. 3:**
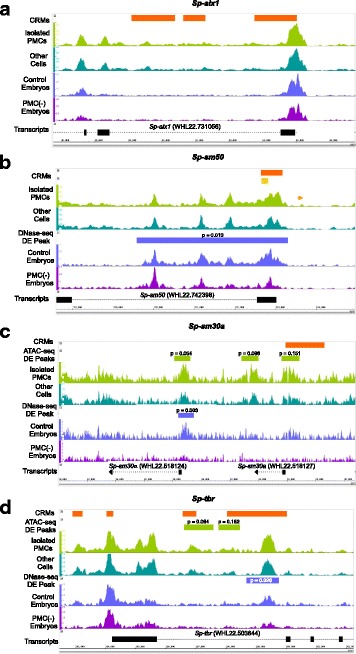
Previously analyzed PMC-specific *cis*-regulatory modules. Previously analyzed *cis*-regulatory modules (CRMs) (orange and yellow rectangles) that control the spatio-temporal expression of four PMC DE genes are represented in both ATAC-seq (light green trace: isolated PMCs; dark green trace: other cells) and DNase-seq (violet trace: control whole embryos, purple trace: U0126-treated embryos) datasets. **a** *Sp-alx1 cis*-regulatory modules are not represented as differential peaks in the ATAC-seq or DNase-seq datasets. **b** The *Sp-sm50* enhancer (orange rectangle) and the minimal element (yellow rectangle) required for correct spatio-temporal expression of *Sp-sm50* are encompassed within a differential peak identified in the DNase-seq dataset (violet rectangle), but not identified as differential in the ATAC-seq dataset. **c** The *Sp-sm30a* enhancer overlaps a differential peak identified in the ATAC- seq dataset (light green), but is not identified as differential in the DNase-seq dataset. **d** Two of four previously studied *Sp-tbr cis*-regulatory modules overlap 2 differential peaks in the ATAC-seq (light green) dataset and 1 differential peak in the DNase-seq (violet) dataset

### Validation of newly discovered PMC CRMs using GFP reporter gene assays

To validate our experimental and computational identification of PMC CRMs, 31 candidate CRMs were cloned into the EpGFPII plasmid [56] upstream of the *Sp-endo16* promoter (Fig. 4a). 

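All 31 cloned peaks were higher in PMCs than in other cells in both ATAC-seq matings, and all 31 passed the nominal threshold of 0.2 in edgeR's quasi-likelihood test, with and without the replicate block. They come from the paper's ATAC-seq differential set, which was selected on these same samples, so this agreement was largely fixed in advance. None of the 31 had an adjusted p-value below 0.05, and the lowest with the block was 0.0775 after Benjamini-Hochberg adjustment. The median log2 fold change was 1.01, from 0.531 at the peak near Sp-Nk7 (scaffold 520, 518035 to 518845) to 1.61 at the peak near Sp-Rhogap24l2 (scaffold 462, 406144 to 406453). In 17 of the 31 peaks the signal in PMCs was more than 2 times that in other cells. Table S8 marks 20 of the 31 as differential in DNase-seq as well and 11 as differential in ATAC-seq only.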

We focused primarily, but not exclusively, on peaks that were differentially accessible in both the ATAC-seq and DNase-seq datasets and that were also within 10 kb of PMC DE genes (see Additional file 13: Table S8 for detailed information on all CRMs tested). Reporter plasmids were injected into fertilized *S. purpuratus* eggs and GFP expression was assayed by fluorescence microscopy at 48 hpf. 9/31 constructs (29%) expressed GFP at detectable levels (Fig. 4b, Table 4). Significantly, all 9 of these reporters drove expression of the reporter gene only in PMCs i.e., none of the constructs we tested resulted in detectable levels of GFP expression in other cell types. The high proportion of active CRMs that showed cell type-specific expression provided a powerful experimental validation of our approach. It should be noted that the reporter assay was a stringent one which required that a putative CRM was, by itself, sufficient to direct robust, spatially correct expression. Many sea urchin genes are controlled by multiple CRMs, some of which function only to modulate the timing or the level of gene expression [34, 35, 57], and such elements would not be expected to be active in our assay.

**Fig. 4:**
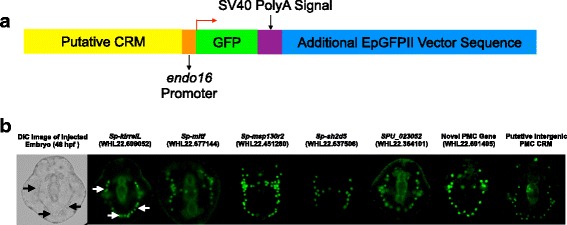
Experimental validation of putative PMC CRMs. **a** The EpGFPII reporter construct: Of a total of 3073 PMC-enriched differential peaks identified using DNase-seq and ATAC-seq, 31 were cloned into the EpGFPII plasmid, upstream of the GFP coding sequence and the *Sp-endo16* promoter, and injected into *S. purpuratus* eggs. **b** Representative images of *S. purpuratus* embryos injected with 7 reporter constructs, showing PMC-specific GFP expression (green fluorescence) at 48 hpf. DIC and *Sp-kirrelL* images show the same embryo; arrows indicate PMCs

**Table 4:** PMC CRMs Validated by Reporter Gene Assays

Putative CRM Tested	Total No. Injected Embryos	No. GFP-Positive Embryos	No. Embryos Expressing GFP in PMCs
*Sp-kirrelL* (WHL22.699052)	288	88 (31%)	88
*Sp-mitf* (WHL22.677144)	230	170 (74%)	170
*Sp-msp130r2* (WHL22.451280)	244	106 (43%)	106
*Sp-sh2d5* (WHL22.637506)	80	43 (54%)	43
*SPU_023052* (WHL22.364101)	149	28 (19%)	28
Novel PMC DE Gene (WHL22.691495)	160	109 (68%)	109
Intergenic	78	35 (45%)	35
*Sp-hypp_2386* (WHL22.239326)	86	53 (62%)	53
*Sp-c-lectin/PMC1* (WHL22.411805)	257	27 (11%)	27

Nine out of 31 injected reporter constructs showed PMC-specific GFP expression at 48 hpf. No ectopic expression was observed

Consensus transcription factor binding sequences have been characterized for fourteen sea urchin transcription factors: Ets1, Alx1, Blimp1, Tbr, Tcf1, Gata, Otx, HesC, bZIP, Sox, Myb, Ot1, Gcm and CBF (Additional file 14: Table S9). We used FIMO [58] to scan the PMC CRMs validated by reporter gene assays for known sea urchin transcription factor consensus binding sequences. Consensus sequences for Sox, Tbr, Gcm, bZIP, Otx, Myb, Ets1, HesC, Blimp1, Gata and Alx1 were identified (Additional file 15: Table S10). These candidate regulators, which include several (Alx1, Ets1 and Tbr) that are known to function in the PMC GRN, can be tested experimentally by mutating the relevant binding sites in the CRMs.

### Computational analysis of high-confidence PMC CRMs

To obtain a high-confidence set of PMC CRMs for additional computational analysis, all DNase-seq differential peaks with 75% or more of their sequence overlapping one or more ATAC-seq differential peaks were merged with all ATAC-seq differential peaks that had 75% or more of their sequence overlapping one or more DNase-seq differential peaks. This generated a new set of 161 peaks common to the DNase-seq and ATAC-seq datasets: we call these peaks “overlapping differential peaks” (see Fig. 5a for examples and Additional file 16: Table S11 for the coordinates of all 161 merged, overlapping peaks). Although the number of overlapping differential peaks was not large, we chose stringent conditions (75% overlap) in order to ensure that our computational analysis did not include false positives. 

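Overlaps were recomputed from the coordinates of the differential peaks, with 75% of either peak as the minimum. The 1582 ATAC-seq and 1659 DNase-seq differential peaks gave 163 merged overlapping peaks, of which 159 were identical to a peak of Table S11. The peaks that changed the other way served as a comparison. Peaks higher in other cells overlapped DNase-seq peaks higher in control embryos in 31 merged peaks and those higher in PMC (−) embryos in 19, and peaks higher in PMCs overlapped those higher in PMC (−) embryos in 0. Of the DNase-seq peaks higher in control embryos, 8.62% overlapped ATAC-seq peaks higher in PMCs. The association between the directions of change in the 2 assays had p = 4.9e-14 (Fisher's exact test). A nominal threshold of 0.05 in both assays reduced the overlap most, to 18 merged peaks. Then 1 merged peak was higher in other cells and in PMC (−) embryos, and both combinations of opposite direction held 0. The association had p = 0.0526 (Fisher's exact test). This is the lowest value the test can give with so few peaks in one direction, so it could not pass 0.05. From the overlap, the paper concludes that the 2 datasets converged on related populations of peaks.

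**Figure D2:**
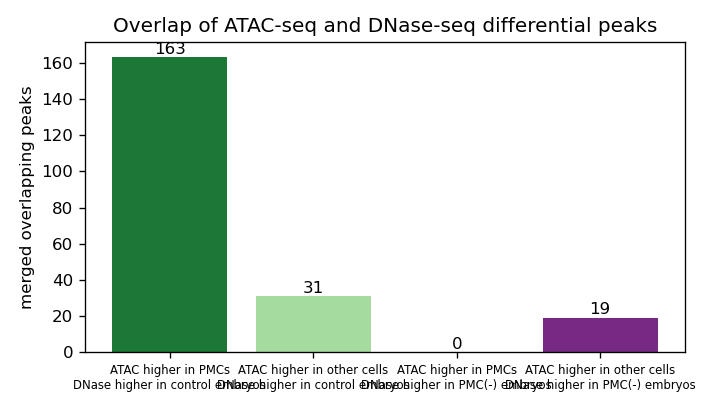
Number of merged overlapping peaks for each combination of an ATAC-seq differential set and a DNase-seq differential set, with 75% of either peak as the minimum overlap. Peaks higher in PMCs and in control embryos overlapped in 163 merged peaks and the other combinations in 31, 0 and 19.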

The probability that the observed degree of overlap between the DNase-seq differential peaks and the ATAC-seq differential peaks occurred by chance was vanishingly small (*p*-value < 2.2e-16 by Fisher’s exact test), demonstrating that the two independent datasets converged on related populations of differential peaks. The fraction of overlapping differential peaks that were within 10 kb of a PMC DE gene (73/161, or 45%) represented a significant enrichment compared to ATAC-seq and DNase-seq differential peaks as a whole (Fisher’s exact test *p*-value < 5.5e-10; 2.38-fold enrichment). 

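For the overlapping differential peaks whose neighbouring transcripts could be read from the shortened lists, 59 of 135 (43.7%) were within 10 kb of a PMC DE gene. Among the ATAC-seq and DNase-seq differential peaks that did not overlap, the share was 14.5% (367 of 2534), an odds ratio of 4.58 (Fisher's exact test, p = 2.9e-15). Peaks near the same gene are not independent, so this p-value overstates the evidence. A distance of 5 kb in place of 10 kb moved the share of the overlapping peaks most, to 40.0%. The paper takes this enrichment as evidence that the overlapping differential peaks are a high confidence set of CRMs.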

Moreover, genes that were within 10 kb of overlapping differential peaks were greatly enriched for biomineralization genes (adjusted Fisher’s exact *p*-value = 2.73e-12; 19.61-fold enrichment) (see Additional file 8: Figure S2C). These findings strongly supported the view that the overlapping differential peaks represented a high confidence set of CRMs that regulate genes differentially expressed by PMCs.

**Fig. 5:**
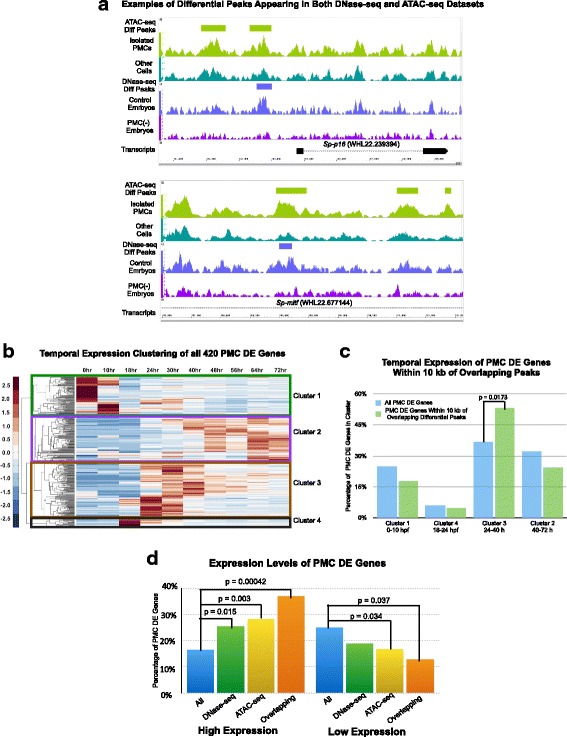
Computational analysis of high-confidence PMC CRMs. **a** ATAC-seq differential peaks (green rectangles) and DNase-seq differential peaks (violet rectangles) near *Sp-p16* and *Sp-mitf*, both PMC DE genes. Aligned reads averaged across replicates, from isolated PMCs (light green trace) and non-PMC cells (dark green trace) using ATAC-seq, and control 28 hpf embryos (violet trace) and PMC (−) embryos (dark purple trace) using DNase-seq, are shown. **b** Temporal expression profiles (Tu et al., 2012) of 420 PMC DE genes identified previously (Rafiq et al., 2014). Each gene is represented by a single row. The color scale ranges from deep red (2.5-fold higher than mean expression) to deep blue (2.5-fold lower than mean expression). White indicates mean expression. Four clusters are delineated, corresponding to maximal gene expression at 0–10, 40–72, 24–40 and 18–24 hpf, respectively. **c** Temporal expression of the 62 PMC DE genes within 10 kb of overlapping differential peaks: these PMC DE genes were classified into four clusters, delineated in Fig. 3b. **d** PMC DE genes were classified into categories based on levels of gene expression in isolated PMCs (data obtained from (Rafiq et al., 2014). “High” expression genes: FPKM between 2512 and 100 (top 17% of all 420 DE genes); “very low” expression genes: FPKM between 14 and 0 (bottom 25% of all 420 DE genes)

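Near Sp-p16 on scaffold 198, 4 ATAC-seq and 2 DNase-seq differential peaks are listed. The ATAC-seq peak from 283335 to 284004 overlaps the DNase-seq peak from 283547 to 284014, downstream of the gene. The ATAC-seq peak had 96.5 ± 8.37 normalized counts in PMCs and 49.5 ± 13.4 in other cells (SD, n = 2 each), a log2 fold change of 0.959 with a standard error of 0.296. The DNase-seq peak had 26.2 ± 2.43 normalized counts in control embryos and 9.44 ± 0.903 in PMC (−) embryos (SD, n = 3 each), a log2 fold change of 1.47 with a standard error of 0.335. In edgeR's quasi-likelihood test with the replicate block, its adjusted p-value was 0.00073, against 0.778 without the block. The ATAC-seq peak upstream (300809 to 301771, log2 fold change 1.06) lies inside the DNase-seq peak from 299072 to 301975, which had the lowest nominal p-value of the assay. Near Sp-mitf on scaffold 743, 6 ATAC-seq differential peaks within the gene body had log2 fold changes from 0.585 to 1.33 with standard errors from 0.256 to 0.481. The largest, from 208945 to 209469, had an adjusted p-value of 0.0775 with the block in edgeR. All 12 peaks were higher in PMCs or in control embryos in every mating. With each sample left out in turn, the log2 fold changes of the ATAC-seq peaks stayed between 0.503 and 1.58 at Sp-p16 and between 0.332 and 1.69 at Sp-mitf. No DNase-seq differential peak is listed for Sp-mitf in the part of the table that could be read, so none is given.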

In a previous study [21], the expression patterns of 420 PMC-enriched transcripts were classified into four clusters based on developmental transcriptome data [59]. (Fig. 5b). Cluster 1 consisted of 104 transcripts with maximal expression between 0 and 10 hpf, cluster 2 consisted of 136 transcripts with maximal expression between 40 and 72 hpf, cluster 3 consisted of 155 transcripts with maximal expression between 24 and 40 h hpf, and cluster 4 consisted of 25 transcripts with maximal expression between 18 and 24 hpf. When we assigned the 62 PMC- enriched transcripts located within 10 kb of overlapping differential peaks to the above clusters, we observed a significant enrichment of these transcripts in Cluster 3 (Fisher’s exact test *p*-value = 0.0173) (Fig. 5c). Cluster 3 genes were expressed maximally at a time that corresponded closely to the developmental stage we used for chromatin accessibility profiling and included a disproportionate number of genes with roles in skeletal development. A corresponding reduction in the proportions of transcripts in Clusters 1 and 2 was also observed, but these differences were not statistically significant.

We also binned the 420 PMC DE genes into four classes based on their expression levels in PMCs at 24 hpf, using RNA-seq data [21]. The “high expression” class (70 genes) had expression levels between 2512 and 100 FPKM, the “medium expression” class (117 genes) had expression levels between 99 and 40 FPKM, the “low expression” class (127 genes) had expression levels between 39 and 15 FPKM, and the “very low expression” class (106 genes) had expression levels between 14 and 0 FPKM. The set of PMC DE genes that were within 10 kb of all differential peak sets showed a different distribution of expression levels than PMC DE genes as a whole. Specifically, genes near overlapping differential peaks were more likely to be in the “high expression” class (Fisher’s exact *p*-value = 0.00042) and less likely to be in the “very low expression” class (Fig. 5d). This finding was consistent with our observation that overlapping differential peaks tended to lie near biomineralization genes, most of which are expressed at high levels in PMCs at this stage [21].

We used AME to determine whether known binding sites for sea urchin transcription factors were enriched in PMC CRMs (see Methods). Binding sites for Ets1 and Alx1, two PMC-enriched transcription factors that have direct or indirect inputs into half of the known PMC effector genes in the PMC gene regulatory network [21], were found to be significantly enriched (*p*-value < 0.0134; Fisher’s exact test) in the overlapping differential peak set (and in the ATAC-seq and DNase-seq differential peak sets), providing additional support for the validity of our CRM identification. No enrichment was observed for binding sites of transcription factors that function primarily in other embryonic cell types (e.g., Gcm, Sox and Gata). AME analysis also showed that binding sites for HesC were significantly enriched (*p*-value = 0.00156; Fisher’s exact test) in the DNase-seq differential peak set. Lastly, we used MEME [60, 61] for the de novo discovery of motifs enriched in the overlapping differential peak set compared to non-differential peaks. Repeating CT (or GA) motifs were found to be highly enriched in the overlapping differential peak set. (Additional file 17: Figure S3).

### PMC CRMs are hyperaccessible at early developmental stages

We performed ATAC-seq on one batch of 128-cell (11 hpf) *S. purpuratus* embryos to investigate whether putative PMC CRMs were accessible during early cleavage, several hours before the majority of skeletogenic lineage genes are expressed (see Additional file 18: Table S12 for additional sequencing information and Additional file 19: Table S13 for coordinates of all peaks accessible at the 128-cell stage). A large number of ATAC-seq and DNase-seq differential peaks were found to be hyperaccessible at the 128-cell stage, including 77/161 (48%) of the overlapping differential peaks (see Fig. 6, Additional file 20: Table S14, and Additional file 21: Table S15). The set of 34 overlapping differential peaks that were not hyperaccessible at the 128-cell stage were similar with respect to their position relative to the closest gene, their proximity to PMC DE genes, and the temporal expression profiles of neighboring PMC DE genes, when compared to the set of overlapping differential peaks as a whole. Of the combined 3073 differential peaks identified using ATAC-seq and DNase-seq, 1267 (41%) were hyperaccessible at the 128-cell stage. Given that the vast majority of PMC DE genes are terminal differentiation genes, it is surprising that 41% of putative PMC regulatory elements are accessible at a stage well before the majority of these genes are expressed.

**Fig. 6:**
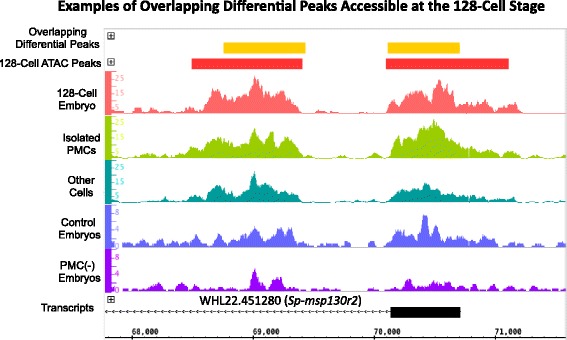
Examples of overlapping differential peaks accessible at the 128-cell stage. Overlapping differential peaks (yellow rectangles) around the *Sp-msp130r* gene are accessible at the 128-cell stage (red rectangles represent peaks called at the 128- cell stage). Hypersensitivity corresponding to the overlapping differential peaks is seen at the 128-cell stage (red trace), the 24 hpf stage isolated PMCs (light green trace) and other non-PMC cells (dark green trace), and control 28 hpf embryos (violet trace) and PMC (−) embryos (dark purple trace)

## Discussion

Our work enhances the value of the PMC GRN as a general paradigm of developmental GRN architecture and evolution, and extends its utility as an experimental model for elucidating the genetic regulation of morphogenesis. Our ATAC-seq-based mapping of PMC chromatin accessibility complements recent RNA-seq-based cataloguing of genes differentially expressed by PMCs [20, 21] and will support a more comprehensive dissection of this network. The high-throughput identification of CRMs associated with skeletogenic effector genes, including a high-confidence set of PMC CRMs identified by two independent approaches, will allow further experimental dissection of direct regulatory inputs into these effectors through mutational analysis of the CRMs. Our studies also confirm that differential chromatin accessibility by itself is a valuable tool for the high-throughput identification of CRMs in early embryonic cells, as has been shown for several terminally differentiated cell types in adult organisms [46, 47].

A variety of evidence supports the conclusion that differential peaks represent CRMs selectively active in PMCs. First, differential peaks in both the ATAC-seq and DNase-seq datasets were much more likely to lie near genes differentially expressed by PMCs than were other peaks (this was also reflected by the increased tendency of differential peaks to lie near biomineralization genes). Our analysis of the overlapping set of differential peaks showed that they were more likely than other PMC DE genes to be expressed at high levels and to exhibit an expression maximum 24–40 hpf, both characteristic features of many genes differentially expressed by PMCs [21]. Indeed, we confirmed that almost half of the functionally annotated genes within 10 kb of overlapping differential peaks were associated with biomineralization, the unique developmental function of PMCs. 

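Values are given for some of these genes. At Sp-kirrelL, 5 ATAC-seq differential peaks on scaffold 8 had log2 fold changes from 0.602 to 0.806, and at Sp-p16 on scaffold 198, 2 DNase-seq differential peaks had log2 fold changes of 1.47 and 1.94. Among spicule matrix genes, 5 ATAC-seq differential peaks at Sp-Sm30b on scaffold 4453 had log2 fold changes from 0.671 to 1.09. For the MSP130 family, 3 ATAC-seq and 3 DNase-seq differential peaks lie at Sp-msp130r2 on scaffold 358. The ATAC-seq peak in its promoter region (70028 to 71061) had 178 ± 18.0 normalized counts in PMCs and 99.4 ± 30.2 in other cells (SD, n = 2 each), a log2 fold change of 0.837 with a standard error of 0.288. The DNase-seq peak within it (70112 to 70710) had 35.5 ± 13.1 normalized counts in control embryos and 16.9 ± 1.37 in PMC (−) embryos (SD, n = 3 each), a log2 fold change of 1.07 with a standard error of 0.331. Its adjusted p-value was 0.00755 with the replicate block and 0.984 without it in edgeR's quasi-likelihood test. The peak cloned for the carbonic anhydrase gene Sp-Cara7LA on scaffold 352 (130746 to 131072) had 51.9 ± 24.1 normalized counts in PMCs and 23.8 ± 3.20 in other cells (SD, n = 2 each), a log2 fold change of 1.12 with a standard error of 0.395. Table S8 lists this peak and the 3 cloned peaks of Sp-p16 as inactive in the reporter assay. It also lists as inactive one of the 5 peaks given for Sp-Sm30b (18107 to 19235), under the name Sp-Sm30C. The constructs of Sp-kirrelL and Sp-msp130r2, which include adjacent peaks, are listed as active. The paper lists such examples among its evidence that differential peaks are CRMs active in PMCs.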

We identified many specific examples of differential peaks located near well-characterized effectors of skeletal morphogenesis, including *Sp-kirrelL* [27], *Sp-p16* [23], several spicule matrix and MSP130 family genes [62], and carbonic anhydrase [63]. Significantly, consensus binding sites for Ets1 and Alx1, key transcription factors that provide regulatory inputs into almost half of all genes differentially expressed by PMCs [21], were highly enriched in the set of overlapping differential peaks. Most importantly, a large fraction of differential peaks that we tested experimentally (almost 30%) contained sufficient regulatory information to drive reporter gene expression selectively in PMCs, while none supported expression in other cell types. It is important to note that our reporter assay required that a cloned CRM function in isolation to direct cell type-specific expression; this was a stringent test that would not have detected CRMs that act only to modulate the level or timing of gene expression, CRMs that require interactions with other cis-elements in order to function, or insulators. In addition, our visual assay for reporter gene expression was not a highly sensitive one, and we would not have detected weakly active CRMs.

While differential accessibility is a reliable predictor of PMC CRMs, the converse is not true; i.e., absence of differential signal is not strong evidence that a given region of non-coding DNA lacks regulatory function in PMCs. Of course, some CRMs that regulate ubiquitously expressed genes are likely open in all cell types. Even for those genes differentially expressed by PMCs, as discussed below, it seems likely that many of the relevant CRMs are hypersensitive in non-PMC lineages and this may have reduced our ability to detect such regions. We also carried out our analyses at a single developmental stage (28 hpf), and some PMC CRMs might exhibit maximal differential accessibility earlier or later in embryogenesis.

Of the set of previously verified PMC CRMs that regulate *Sp-alx1, Sp-tbr, Sp-sm30a,* and *Sp-sm50*, most were identified as differentially open in our analysis. In several cases, however, these CRMs were detected in either the ATAC-seq dataset or the DNase-seq dataset, but not in both. This reinforces the view that a requirement for differential accessibility in both datasets is a very stringent one and points to the reliability of this subset of peaks. At the same time, it indicates that many additional PMC CRMs were identified as differentially accessible by only one of the two approaches. Indeed, 11 CRMs of this type were tested using reporter gene assays and 3 drove GFP expression specifically in PMCs. 

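According to Table S8, 3 of the 11 constructs whose named peak was differential in ATAC-seq only were active, against 6 of the 20 whose named peak was differential in both assays (Fisher's exact test, p = 1). The ATAC-seq fold change of the cloned peak was compared between the 9 active and the 22 inactive constructs. The median log2 fold change was 1.01 (0.717 to 1.52) for active and 1.06 (0.531 to 1.61) for inactive constructs, and the difference of -0.0482 was not larger than the spread among constructs (exact Mann-Whitney test, p = 0.915). With the replicate number as a block, paired by mating, the difference was -0.117 (exact Mann-Whitney test, p = 0.915). Without the replicate 2 sample of other cells, it became 0.155, the largest change among the alternatives. The paper reasons from known CRMs detected in a single dataset that many more PMC CRMs were identified by a single approach. It adds the active constructs of this type as further evidence.

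**Figure D3:**
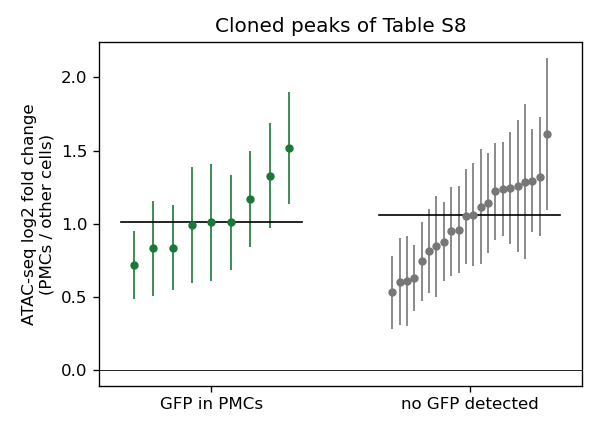
ATAC-seq log2 fold change (PMCs over other cells) of the 31 cloned peaks, grouped by reporter activity in Table S8. Points are peaks, vertical lines are standard errors from edgeR and horizontal lines are medians, 1.01 for the 9 active and 1.06 for the 22 inactive constructs.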

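Merging the 1582 ATAC-seq and 1659 DNase-seq differential peaks wherever they shared at least 1 base gave 3073 peaks. The sum of both sets minus the 163 merged overlapping peaks was 3078. Genes within 10 kb could be read for part of the peaks only, because the lists were shortened. Of the differential peaks outside the overlapping set, 367 of 2534 (14.5%) were near a PMC DE gene, against 59 of 135 (43.7%) of the overlapping peaks.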

In addition, when we considered the 3073 peaks identified as differential by either the ATAC-seq or DNase-seq analysis, nearly 15% of the genes within 10 kb of these peaks were PMC DE genes – a significant enrichment (Fisher’s exact test *p*-value < 2.2e-16; 7.6-fold enrichment). Taken as whole, these considerations suggest that most bona fide skeletogenic GRNs are probably contained in the union of the two individual datasets.

Our findings revealed that, for the most part, the chromatin landscape of PMCs is not highly specific to this cell type. 

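Over the 181110 ATAC-seq peaks with at least 10 counts in every sample, the log2 fold change between PMCs and other cells had a 5% quantile of -0.455 and a 95% quantile of 0.480, with a median of -0.00649. A difference of more than 2 times was found at 325 peaks (0.179%), and no peak reached 4 times. The filter leaves out peaks with few counts in either cell fraction, so large differences at such peaks are not part of these numbers. Without the filter, the 5 peaks higher in PMCs in both matings with the lowest nominal p-values had log2 fold changes from 1.21 to 3.28. The largest came from 15.5 normalized counts in PMCs against 1.48 in other cells. The number of peaks with an adjusted p-value below 0.05 in edgeR's quasi-likelihood test was 0 without and 6 with the replicate block. From profiles of this kind, the paper concludes that most of the chromatin landscape is not highly specific to PMCs.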

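At the 1582 ATAC-seq differential peaks, the median ratio of PMCs to other cells was 1.93, and 711 (44.9%) of the peaks exceeded a ratio of 2. The middle 50% of log2 fold changes lay between 0.721 and 1.25. The median log2 fold change was 0.802 in mating 1 and 1.04 in mating 2. The 1659 DNase-seq differential peaks had a median ratio of control to U0126-treated embryos of 1.898, and 44.7% of them exceeded 2. Their median log2 fold change was 0.836, 0.795 and 0.852 in the 3 matings. The DNase-seq comparison is of whole embryos, so its ratio is not of the same kind as that of isolated PMCs to other cells. The peaks were selected on these same samples, so their fold changes were not tested. Of the alternatives, shrinkage of the fold changes in DESeq2 with a beta prior had the largest effect and brought the medians to 0.273 in ATAC-seq and 0.416 in DNase-seq. With the replicate block, they were 0.940 and 0.922. The paper describes these differences as reproducible but rarely dramatic.

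**Figure D4:**
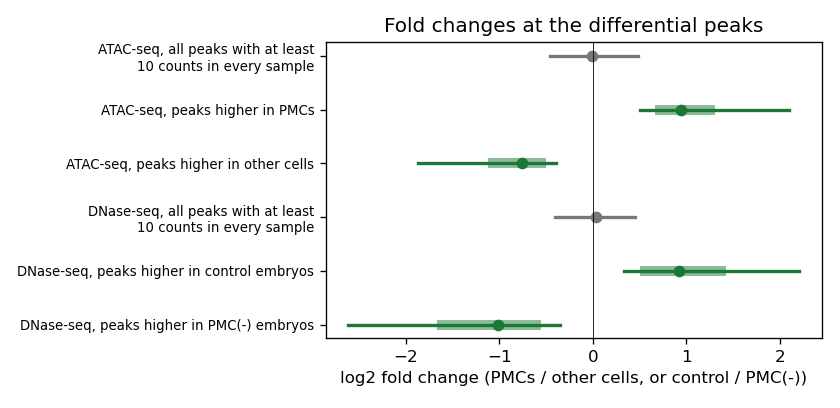
Log2 fold changes at the differential peaks of each set and at all peaks with at least 10 counts in every sample, as medians (points), the range from the 5% to the 95% quantile (thin lines) and, for the differential sets, the middle 50% (thick lines). The medians of the differential sets are 0.948 and -0.755 in ATAC-seq and 0.924 and -1.02 in DNase-seq.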

Although we identified reproducible differences in local chromatin accessibility that were predictive of functional CRMs, we rarely observed dramatic differences in peak signals. 

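In the 9 constructs that drove GFP expression in PMCs, the peak named first in Table S8 had ATAC-seq log2 fold changes from 0.717 to 1.52, with a median ratio of PMCs to other cells of 2.01. The smallest was at the promoter region of Sp-kirrelL (317 ± 48.2 normalized counts in PMCs and 193 ± 2.28 in other cells, SD, n = 2 each). The largest was at the peak near SPU_023052 on scaffold 279, from 120050 to 120295 (30.1 ± 3.86 and 10.4 ± 3.07 normalized counts, SD, n = 2 each). Some constructs also contain adjacent peaks, and the paper reports that the Sp-kirrelL construct was active with adjacent peaks but not with a single peak. The values therefore describe the named peaks and not the activity of each alone. None of the named peaks had an adjusted p-value below 0.05 in edgeR, with or without the replicate block. The median log2 fold change of the active constructs ranged from 0.730 to 1.37 when each ATAC-seq sample was left out in turn, and fell to 0.420 with a beta prior in DESeq2, the largest change among the alternatives.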

For example, when we compared the ATAC-seq profiles of purified PMCs and non-PMCs, we consistently observed relatively subtle differences in chromatin accessibility even at CRMs that were subsequently validated experimentally by reporter gene analysis. This strongly suggests that the CRMs of genes expressed specifically by PMCs are open in other cell lineages during early development. 

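The signal that other cells retained at the ATAC-seq differential peaks was measured as reads per kb of peak, scaled to a library of 1e6 reads counted in peaks. The median of the 1582 peaks was 7.65 ± 0.740 in PMCs and 4.04 ± 0.119 in other cells (SD, n = 2 each). At the 1980 RPS peaks of Table S2 that could be read from the supplementary file and are in neither differential set, the median was 6.01 ± 0.0121 in PMCs and 5.93 ± 0.252 in other cells (SD, n = 2 each). In other cells, 194 of the differential peaks (12.3%) had more reads per kb than the median of these reference peaks. The median signal of other cells at a differential peak was 51.8% of that of PMCs. The counts do not separate signal of other cells from that of any PMCs left in the other cell fraction. From the subtle differences, the paper reasons that CRMs of PMC genes are open in other cell lineages.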

It is important to note that we used the same PMC purification method for previous RNA-seq studies and found that FPKM values for PMC-specific mRNAs were typically more than an order of magnitude higher in the PMC fraction than in other cells, confirming the effectiveness of the PMC isolation procedure [21].

One explanation for the hypersensitive state of skeletogenic CRMs in non-PMC lineages may lie in the well-known developmental plasticity of sea urchin embryonic cells. Cell types other than PMCs, including endoderm and non-skeletogenic mesoderm cells, have the capacity to adopt a skeletogenic fate under certain experimental conditions, even late in gastrulation [64–66]. The skeletogenic potential of these cells may be associated with the priming of PMC CRMs. Surprisingly, our findings strongly suggest that this holds true even of CRMs that regulate terminal skeletogenic differentiation genes. Studies on pluripotent embryonic stem (ES) cells have identified primed (poised) enhancers that are characterized by open chromatin and other epigenetic marks, yet are transcriptionally inactive [67]. These poised enhancers have been associated primarily with early regulators of cell lineage commitment, and there is very limited evidence that ES cell pluripotency involves protein-DNA interactions at enhancers of terminal differentiation genes [68]. At present, we cannot determine whether the accessibility of PMC CRMs in other lineages reflects the association of these regulatory elements with transcriptional activators or with repressors. In support of the latter, we detected an enrichment of binding sites for HesC in these CRMs. HesC acts as a repressor of skeletogenic genes and presumably interacts with these sites only in non-PMC lineages, where the protein is expressed [69]. We currently favor the hypothesis that CRMs that regulate terminal skeletogenic effector genes are open in non-PMC lineages as a consequence of their association with HesC or other repressors, but this remains to be tested.

Our ATAC-seq analysis of 128-cell stage embryos showed that most of the high-confidence set of overlapping differential peaks, including several experimentally verified PMCs CRMs, were hypersensitive at the 128-cell (late cleavage) stage, several hours prior to the zygotic activation of skeletogenic effector genes. If enhancer priming reflects a pre-activation state, as is widely believed [67, 70], then these findings suggest that pioneer transcription factors (acting singly or in concert with other proteins) interact with PMC CRMs very early in embryogenesis and point to the earliest PMC-specific transcription factors, including Alx1, as candidates. However, as noted above, hyperaccessibility at the 128-cell stage may instead reflect the binding of repressors in non-PMC lineages. Further analysis of purified cell populations will be required to define the temporal and spatial patterns of hyperaccessibility exhibited by PMC CRMs during early embryogenesis.

In previous work we identified 420 genes differentially expressed by PMCs, a gene set that included large numbers of terminal effectors as well as several regulatory genes that had not been previously incorporated into the network [21]. We showed that approximately half of the genes differentially expressed in PMCs were regulated by both Alx and Ets1, although the mechanism of this co-regulation was not explored. In this study, we found a significant enrichment of both Alx1 and Ets1 binding sites in ATAC-seq differential peaks, DNase-seq differential peaks, and the overlapping peak set, suggesting that a large proportion of PMC CRMs receive direct inputs from both Alx1 and Ets1 (or possibly from other homeodomain and ETS family proteins with similar binding sites). Because *Sp-alx1* is positively regulated by Ets1 [17, 35] this suggests that a feedforward mechanism originally proposed by Oliveri and co-workers to account for the regulation of *Sp-msp130, Sp- msp103L*, and *Sp-foxb* [11] may control a large fraction of the effector genes in the PMC GRN. Our studies also point to previously unidentified regulators, as several CRMs active in our reporter gene assay lack consensus binding sites for Alx1, Ets1, or any other transcription factor currently incorporated into the PMC network. In this regard, we also found using de novo motif searching that poly-CT (poly-GA) tracts are significantly enriched in differential peaks compared to peaks that are not differential. The significance of these low-complexity motifs is unknown, but they may be recognized by sequence-specific DNA-binding proteins such as GAGA-binding proteins, chromatin modifiers that bind preferentially to clustered GAGAG elements and are associated with local nucleosome depletion [71, 72].

## Conclusions

We used ATAC-seq to provide a chromatin accessibility map of purified sea urchin PMCs, which are widely used as a developmental model. Cell type-specific hyperaccessibility was used to identify and characterize CRMs that regulate effector genes in the PMC GRN. ATAC-seq and DNase-seq identified 3073 putative CRMs selectively active in these cells, including 161 high-confidence CRMs pinpointed by both strategies. Putative effector gene CRMs were preferentially located near genes expressed selectively by PMCs and a high proportion drove reporter gene expression specifically in PMCs. Consensus binding sites for two key transcription factors, Alx1 and Ets1, were enriched in these CRMs, which also contained disproportionate numbers of repeating CT (or GA) motifs. Surprisingly, CRMs associated with PMC effector genes were hyperaccessible in non-PMC lineages and were open by the 128-cell stage, several hours before gene activation. Our work will enhance the value of the PMC GRN as a general paradigm of developmental GRN architecture and evolution, and will extend its utility as an experimental model for elucidating the genetic regulation of morphogenesis.

## Methods

### *S. purpuratus* embryo culture

Adult *Strongylocentrotus purpuratus* were obtained from Pat Leahy (California Institute of Technology, Pasadena, CA, USA). Gametes were collected from *S. purpuratus* adults by intracoelomic injection of 0.5 M KCl and cultured in artificial seawater at 15°C in a 4-l beaker fitted with a battery-powered stirrer.

### ATAC-seq sample preparation and sequencing

PMCs and a “non-PMC” cell fraction were isolated from early mesenchyme blastula stage embryos at 24 hpf as described previously [21, 73]. As in this previous study, the purity of the PMC fraction was > 90% as determined by the fraction of 6a9-positive cells and the depletion of PMCs from the non-PMC fraction was confirmed by RT-PCR. For generating ATAC-seq libraries, PMCs and the corresponding non-PMC fraction were isolated from three embryo cultures derived from separate matings, which served as biological replicates. In one experiment, ATAC-seq was performed on a single batch of 128-cell *S. purpuratus* embryos.

ATAC-seq was performed following the protocol of Buenrostro and co-workers [41] with minor modifications. Briefly, nuclei were extracted from PMCs and other cells by washing three times with lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL). Nuclei were counted with a hemocytometer. 150,000 nuclei per sample were digested with 2.5 μl transposase (Tn5 transposase from the Nextera kit) at 37°C for 30 min. The digests were purified using the Qiagen minElute PCR purification kit. The purified DNA was amplified using primers against Illumina adaptors for 5 cycles. The number of additional cycles required for optimal amplification of the library was determined using qPCR. The amplified library was purified using the Qiagen minElute PCR purification kit and provided to the USC Epigenome Center for library construction and sequencing. Six libraries (three PMC libraries and three non-PMC cell libraries) were sequenced with an Illumina NextSeq. Approximately 85 million single reads of 76 bp length were obtained per sample.

### DNase-seq sample preparation and sequencing

PMC (−) embryos were produced by treating embryos with U0126, a MEK inhibitor that selectively blocks PMC specification [54, 55]. Embryos were treated with 10 μM U0126 continuously from the 2-cell stage and sibling control embryos were treated with vehicle (DMSO) alone. For DNase-seq analysis, embryos from three separate matings were collected at 28 hpf; these samples served as biological replicates. Several control and UO126-treated embryos from each batch were immunostained with monoclonal antibody 6a9 [64] to confirm that PMC specification was effectively blocked (> 98%) by U0126 treatment. Nuclei from the three batches of U0126-treated and sibling control embryos were isolated as described by Coffman and Yuh [74].

DNase-seq was performed on isolated nuclei as previously described [40]. Briefly, nuclei were digested with 0, 100, 200, 300 and 400 units of DNase I (10 million nuclei per digestion) at 37°C for 3 min in digestion buffer (15 mM Tris-HCl pH 8.0, 15 mM NaCl, 60 mM KCl, 0.5 mM EGTA, 1 mM EDTA, 0.5 mM spermidine). The reaction was stopped by adding stop buffer (50 mM Tris-HCl pH 8.0, 100 mM NaCl, 0.1% SDS, 100 mM EDTA, 10 μg/ml RNase A, 1 mM spermidine, 0.3 mM spermine) and the digested nuclei were treated with Proteinase K overnight at 55°C. Aliquots of digested nuclei were run on a 0.5% agarose gel, and the digest that produced a light smear (typically a digestion with 200–300 units of DNase I) was selected for further processing.

The selected digests were cleaned by phenol-chloroform extraction, layered on a 9% sucrose solution (0.26 M sucrose, 1 M NaCl, 20 mM Tris-HCl pH 8.0, 5 mM EDTA) and ultracentrifuged in a SW41 swinging bucket rotor at 25,000 g for 24 h at 20°C. 600 μL fractions were collected and 10 μL aliquots were run on a 2% agarose gel, stained with SYBR Green I, and imaged with a Typhoon Gel Imager. Fractions containing DNA fragments < 500 bp in size were pooled and mixed with 3X volume of Qiagen QG buffer from the Qiagen MinElute Gel Extraction Kit. 1X volume of isopropanol was added and the samples were purified using Qiagen MinElute columns. Purified DNA was provided to the USC Epigenome Center for library construction (three libraries from PMC-minus embryos and three from sibling control embryos) and Illumina sequencing (HiSeq2000). Approximately 23.5 million single reads of 50 bp length were obtained per sample.

### Analysis of DNase-seq and ATAC-seq data

Raw sequence reads were assessed for quality using FastQC (v0.11.4) [75] and adapter sequences were trimmed using Cutadapt (v1.9) [76]. Reads were mapped to the *S. purpuratus* genome using Bowtie2 (v2.1.0) [77] with default parameters and *S. purpuratus* genome v3.1, obtained from echinobase.org. This is the latest assembly for which a GFF/GTF annotation exists. The v3.1 genome assembly is 826 Mb in size and consists of 32,008 scaffolds with a N50 of 401.6 kb. On average, ~ 80% of the reads in each sample were mapped to the genome assembly by Bowtie2.

Samtools (v1.3) [78] was used to convert the Bowtie2 SAM output format to BAM format. PCR duplications were removed and read counts were equalized using Samtools. Bedtools (v2.19.1) [79] was then used to convert the BAM output into BED format. The BED files were loaded into Fseq (v1.85) [80] to call peaks using parameters -f 0 and -t 2, where -t 2 is a sensitive peak detection threshold. F-Seq has been shown to be a sensitive and accurate peak caller for DNase-seq and ATAC-seq data [81]. The fraction of reads within peaks (the FRiP score) was calculated using Bedtools by extracting and counting all reads within peaks and dividing by the total number of reads mapped. All samples passed a minimum FRiP score threshold of 0.4. Replicate peaks were compared using deepTools [82] and replicates that were found to be highly concordant (Pearson’s correlation coefficient 0.90) were retained. All DNase-seq replicates met this threshold, but one of three ATAC-seq replicates did not meet the threshold and was not considered for further analysis.

Separate reference peak sets (RPSs) were generated for the DNase-seq and ATAC-seq data by first identifying all replicate peaks that overlapped by at least 75% non-reciprocally and then merging all such peaks across samples separately for the DNase-seq or ATAC- seq data using Bedops (v2.4.2) [83]. The 75% overlap criterion was enforced non-reciprocally in order to account for differences in peak sizes across replicates. For example, if a 75% or greater overlap was enforced reciprocally, a peak that was > 25% larger in one replicate or sample would not have been represented in the RPS. Genome coverage of the reference peak sets was determined by first generating a fasta file containing sequences of peaks in the RPS using Bedtools and then counting the number of nucleotides in the fasta file and dividing this by the number of nucleotides in the *S. purpuratus* genome.

Read counts corresponding to peaks in the RPS were generated using HTSeq (v0.6.0) [84] for each replicate. Differential peaks were identified using DESeq2 [85]. Differential peaks in the DNase-seq RPS were identified as peaks that were significantly enriched in the control (whole embryo) replicates compared to the U0126-treated (PMC-deficient) replicates. Peaks were considered significantly enriched if they had nominal *p*-values < 0.1. Differential peaks in the ATAC-seq RPS were identified as peaks that were significantly enriched in the PMC sample compared to the non-PMC sample. Peaks were considered significantly enriched if they had nominal *p*-values < 0.2. A higher p-value threshold was used for ATAC-seq peaks for three reasons: 1) the reduction in the number of replicates (from 3 to 2) compared to the DNase-seq replicates resulted in higher *p*-values assigned to peaks by DESeq2, 2) one well-characterized PMC CRM in our control set (a CRM that regulates the expression of *Sp-tbr*, see Fig. 3d) was detected in the differential peak set at a nominal p-value of 0.18 and would have been missed if a lower threshold were chosen and 3) GFP expression in PMCs was observed when the differential peaks around the *Sp-kirrelL* gene (see Fig. 1b) with nominal *p*-values > 0.1 were cloned along with the peak with nominal *p*-value < 0.1, but not when this peak was cloned alone. Hence, increasing the *p*-value threshold to < 0.2, we were able to capture additional biologically significant peaks. 

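After Benjamini-Hochberg adjustment in edgeR's quasi-likelihood test, the number of peaks with an adjusted p-value below 0.05 was 0 of 276403 in ATAC-seq and 1 of 139232 in DNase-seq. With the replicate number as a block, paired by the matings the paper describes, these numbers were 6 and 1024. Samples with the same replicate number deviated together from the group means, with correlations of 0.462 in ATAC-seq and 0.525 in DNase-seq. DESeq2 without a block, the test that the paper used, gave 0 and 9 with its default settings. The replicate block therefore moved the DNase-seq number most among the alternatives set in advance, and the setting legacy = FALSE of edgeR together with the block, chosen after seeing the values, brought it back to 12.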

Nominal, and not adjusted, *p*-values were used because multiple hypothesis correction was found to be exceedingly stringent due to the large number of peaks compared.

Overlap between differential peaks identified by DNase-seq and ATAC-seq was determined using Bedops. Differential peaks overlapping non-reciprocally by at least 75% were merged to obtain a set of peaks present in both the ATAC-seq and DNase-seq differential peak sets. Genes within 10 kb of peaks were identified using a custom Python script written by Siddharth Gurdasani. The distribution of peaks with respect to the closest gene and the set of differential peaks within 10 kb of genes differentially expressed by PMCs (PMC DE genes as identified in [21]) were determined. Peak locations with respect to the nearest gene were defined as follows: Upstream (5′): The 3′ end of the peak was within 1–10 kb upstream of the 5′ end of the first exon; Promoter: The 3′ end of the peak was within 1 kb upstream of the 5′ end of the first exon; Within Gene Body: The 5′ end of the peak was within introns or exons; Downstream (3′): The 5′ end of the peak was within 10 kb downstream of, and did not overlap, the 3′ end of the last exon; Distal: No portion of the peak was within 10 kb of a gene. See Additional file 22: Table S16 and Additional file 23: Table S17 for all genes found within 10 kb of differential peaks.

128-cell ATAC-seq sequence reads were processed up to the peak-calling stage as described above.

### CRM validation using GFP reporter plasmids

GFP reporter gene constructs were generated by cloning individual, putative PMC CRMs into the EpGFPII plasmid [56]. Putative PMC CRMs (see Additional file 9: Table S8) along with ~ 200 bp of flanking regions were amplified from *S. purputatus* genomic DNA by PCR and cloned upstream of the basal *Sp-endo16* promoter. In a few cases, adjacent peak regions were also cloned along with the differential peak region. Some constructs also included a promoter peak that was also amplified and cloned upstream of the putative PMC CRM (indicated in Additional file 9: Table S8).

Linearized constructs were injected into *S. purputatus* eggs following established protocols [86]. *S. purpuratus* eggs were fertilized in the presence of 0.1% (wt/vol) para-aminobenzoic acid to prevent hardening of the fertilization envelope. The 20 μl injection solution consisted of 100 ng construct, 500 ng HindIII-digested genomic *S. purputatus* DNA, 0.12 M KCl, 20% glycerol and 0.25% Texas Red dextran. GFP expression was assayed by fluorescence microscopy at the late gastrula stage (48 hpf). Embryos were scored to determine total number of injected embryos (using Texas Red dextran as a marker), the number of embryos showing PMC-specific GFP expression, and the number of embryos with ectopic GFP expression.

### Transcription factor motif detection and analysis

AME (v4.11.2) [87] was used to determine if experimentally verified, sea urchin consensus TF binding sites were enriched in differential peaks compared to non-differential peaks. First, enrichment of the consensus TF binding sites in differential peaks compared to a shuffled control was determined. Any sites not also enriched in non-differential peaks compared to a shuffled control were determined to be enriched in differential peaks compared to non-differential peaks. FIMO (v4.11.2) [58] was used to search peak sets for sea urchin consensus transcription factor binding sites. MEME [60, 61] was used for de novo motif searching.

## Additional files

Additional file 1: **Figure S1.** Sequence analysis pipeline and correlation of DNase-seq and ATAC-seq peaks within replicates. **A)** The bioinformatics pipeline used for DNase- seq and ATAC-seq sequence analysis. **B)** A scatterplot of the read counts of reads aligning to peaks in replicate 1 and 2 of isolated PMCs and other cells of the embryo. Replicates are highly concordant, with an average Pearson’s correlation of 0.915. **C)** A scatterplot of the read counts of reads aligning to peaks in all three replicates of PMC (−) and control embryos. Replicates are highly concordant, with an average Pearson’s correlation of 0.95. (PDF 672 kb)

Additional file 2: **Table S1.** Detailed sequence analysis information for ATAC-seq sequence reads. (DOCX 68 kb)

Additional file 3: **Table S2.** All peaks identified in both PMCs and Other Cells (non-PMCs) at 24 hpf (mesenchyme blastula stage). Column 1: Scaffold: *S. purpuratus* genome version 3.1 Scaffold containing the peak. Column 2: Peak Start: Start coordinate of the peak. Column 3: Peak End: End coordinate of the peak. Column 4: Peak Name. (XLSX 8779 kb)

Additional file 4: **Table S3.** All peaks identified in PMCs at 24 hpf (mesenchyme blastula stage). Column definitions as in Additional file 3: Table S2. (XLSX 6052 kb)

Additional file 5: **Table S4.** All peaks identified in Other Cells (non-PMCs) at 24 hpf (mesenchyme blastula stage). Column definitions as in Additional file 3: Table S2. (XLSX 5816 kb)

Additional file 6: **Table S5.**ATAC-seq peaks significantly differentially enriched (DESSeq2 nominal *p* < 0.2) in isolated PMCs compared to non-PMC cells. Column 1: ATAC-seq Peak Name: Peak number, obtained from ATAC-seq RPS peak names. Column 2: Scaffold: *S. purpuratus* genome version 3.1 scaffold containing the peak. Column 3: Start: Start coordinate of the peak. Column 4: End: End coordinate of the peak. Column 5: baseMean: DESeq2 mean of normalized counts for all samples. Column 6: log2FoldChange: the DESeq log2 fold change of the treatment mean over the control mean. Column 7: lfcSE: log 2 fold change standard error. Column 8: stat: Wald statistic comparing treatment condition to control. Column 9: pvalue: Wald test *p* value.

Additional file 7: **Table S19.** ATAC-seq peaks significantly differentially enriched (DESeq2 nominal *p* < 0.2) in Other Cells (non-PMCs) compared to PMCs. Column definitions as in Additional file 6: Table S5.

Additional file 8: **Figure S2.** Functional category (GO) enrichment for differential peak sets. A) The functional categorization of genes within 10 kb of ATAC-seq differential peaks. Functional assignments obtained from Echinobase are based on hand annotation (Sea Urchin Genome Sequencing Consortium, 2006) and on primary GO terms derived by blast2go (Tu et al., 2012). Of the 1110 genes within 10 kb of differential peaks, 326 have been assigned to functional categories. Genes assigned to multiple functional classes are counted multiple times. B) The functional categorization of genes within 10 kb of DNase-seq differential peaks. Of the 1216 genes within 10 kb of differerential peaks, 400 have been assigned to functional categories. C) The functional categorization of genes within 10 kb of overlapping, differential peaks. Of the 135 genes within 10 kb of overlapping, differential peaks, 55 have been assigned to functional categories.

Additional file 9: **Table S6.** Detailed sequence analysis information for DNase-seq sequence reads.

Additional file 10: **Table S7.** Peaks significantly differentially enriched (DESeq2 nominal *p* < 0.1) in control, whole embryos compared to U0126-treated, PMC-minus embryos. Column 1: DNase-seq Peak Name: peak number, obtained from DNase-seq RPS peak names. Column 2-9: as described for Additional file 6: Table S5.

Additional file 11: **Table S20.** DNase-seq peaks identified in PMC-minus embryos at 28 hpf (mesenchyme blastula stage). Column 1: Scaffold: *S. purpuratus* genome version 3.1 scaffold containing the peak. Column 2: Peak Start: Start coordinate of the peak. Column 3: Peak end: End coordinate of the peak.

Additional file 12: **Table S21.** DNase-seq peaks significantly differentially enriched (DESeq2 nominal *p* < 0.1) in PMC-minus embryos compared to control embryos. Column definitions as in Additional file 10, Table S7.

Additional file 13: **Table S8.** Peaks cloned into EpGFPII and injected into *S. purpuratus* eggs. Column 1: ATAC Peak Name: Peak number obtained from ATAC-seq RPS peak names. These are the peaks cloned into the EpGFPII plasmid. Column 2: Scaffold: *S. purpuratus* genome version 3.1 scaffold containing the peak. Column 3: Start: Start coordinate of the peak. Column 4: End: End coordinate of the peak. Column 5: Name of closest gene. Column 6: PMC DE gene?: "Yes" if the closest gene is a PMC DE gene. Column 7: DNase-seq Diff Peak?: "Yes" if this peak is also differential in the DNase-seq dataset. Column 8: GFP Expression?: "Yes, PMC-specific" if the construct drives PMC-specific GFP expression in 48-hour embryos. Column 9: Region Cloned: The coordinates of the region (containing the peak plus flanking regions) cloned into the EpGFPII plasmid. Column 10: Orientation wrt Closest Gene: "Normal" orientation indicates that the peak was cloned in its normal orientation relative to the coding strand of the closest gene. "Reversed" means that the orientation was reversed relative to the coding strand of the closest gene. Column 11: Notes: Additional information, if applicable, regarding additional peaks cloned into the same construct.

Additional file 14: **Table S9.** Enrichment of PMC TF consensus binding sites in differential peaks. Consensus sequences for 14 sea urchin TFs are shown. Binding sites for Ets1 and Alx1, two PMC-enriched TFs, are significantly enriched (*p* < 0.0134) in ATAC-seq, DNase-seq, and overlapping differential peaks. HesC binding sites are significantly enriched (p < 0.0016) in the DNase-seq differential peak set.

Additional file 15: **Table S10.** Predicted TF binding sites in experimentally validated PMC CRMs. FIMO (Grant et al., 2011) identified several known sea urchin TF consensus binding sites in PMCs validated by reporter gene assays.

Additional file 16: **Table S11.** Coordinates for the set of ATAC-seq differential peaks that overlapped DNase-seq differential peaks by at least 75% merged with the set of DNase-seq peaks that overlapped ATAC-seq differential peaks by at least 75%. Column 1: Scaffold: *S. purpuratus* genome version 3.1 scaffold containing the peak. Column 2: Start: Start coordinate of the peak. Column 3: End: End coordinate of the peak.

Additional file 17: **Figure S3.** Sequences enriched in overlapping, differential peaks, as identified by de novo motif discovery. Four motifs were found to be enriched in overlapping, differential peaks compared to non-differential peaks.

Additional file 18: **Table S12.** Detailed sequence analysis information for 128-cell ATAC-seq sequence reads.

Additional file 19: **Table S13.** All ATAC-seq peaks identified at the 128-cell stage. Column 1: Scaffold: *S. purpuratus* genome version 3.1 scaffold containing the peak. Column 2: Peak Start: Start coordinate of the peak. Column 3: Peak End: End coordinate of the peak. Column 4: Peak Name as assigned by F-seq. Column 5: Peak Score as assigned by F-seq.

Additional file 20: **Table S14.** Coordinates of all differential peaks found using ATAC-seq or DNase-seq that are also open at the 128-cell stage.

Additional file 21: **Table S15.** Coordinates of overlapping, differential peaks that are also open at the 128-cell stage.

Additional file 22: **Table S16.** Transcripts within 10 kb of ATAC-seq differential peaks. Column 1: Peak name: Peak number, obtained from ATAC-seq RPS peak names. Column 2: Scaffold: *S. purpuratus* genome version 3.1 scaffold containing the peak. Column 3: Start: Start coordinate of the peak. Column 4: End: End coordinate of the peak. Column 5: Transcript: Transcript within 10 kb of the peak. Column 6: Location of peak wrt transcript: Location definitions as described in the Methods. Column 7: Distance in bp: Distance of the peak from the transcript in base pairs. Column 8: Name of PMC DE gene: Name of the PMC DE gene withing 10 kb of the peak, if applicable.

Additional file 23: **Table S17.** Transcripts within 10 kb of DNase-seq differential peaks. Column 1: Peak name: Peak number, obtained from DNase-seq RPS peak names. Columns 2-8: as described for Additional file 22: Table S16.

## Abbreviations

ATAC-seq: Assay for transposase-accessible chromatin using sequencing
CRM: Cis-regulatory module
DE: Differentially expressed
DNase-seq: DNase I hypersensitive site sequencing
GRN: Gene regulatory network
PMC: Primary mesenchyme cell

# Supplementary material for: Global analysis of primary mesenchyme cell cis-regulatory modules by chromatin accessibility profiling
**Source:** BMC Genomics. 2018 Mar 20;19:206. doi: 10.1186/s12864-018-4542-z

**A**

### Sequence Analysis Pipeline

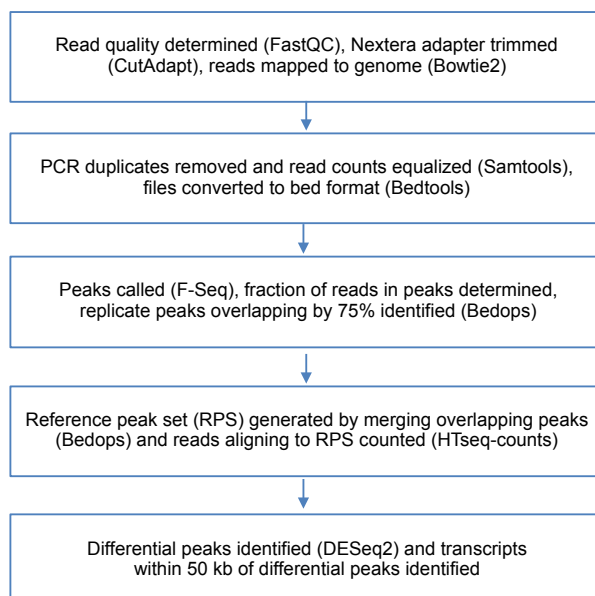**B**

### Correlation of ATAC-seq Peaks Within Replicates

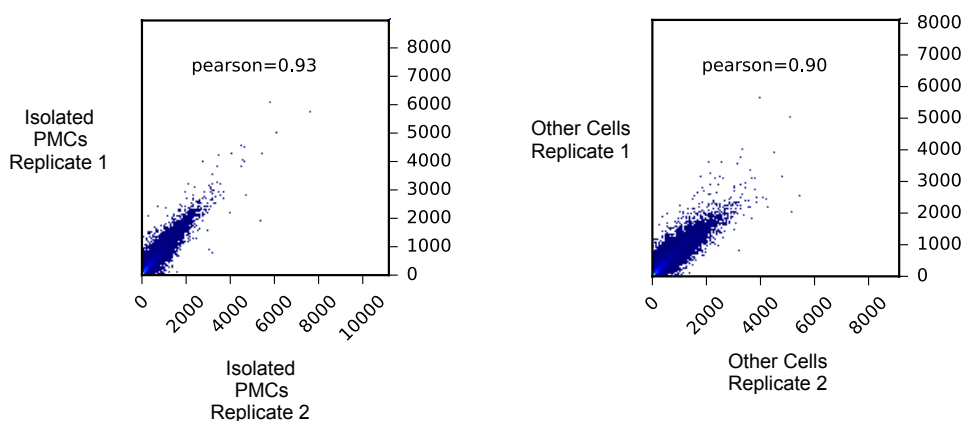**C**

### Correlation of DNase-seq Peaks Within Replicates

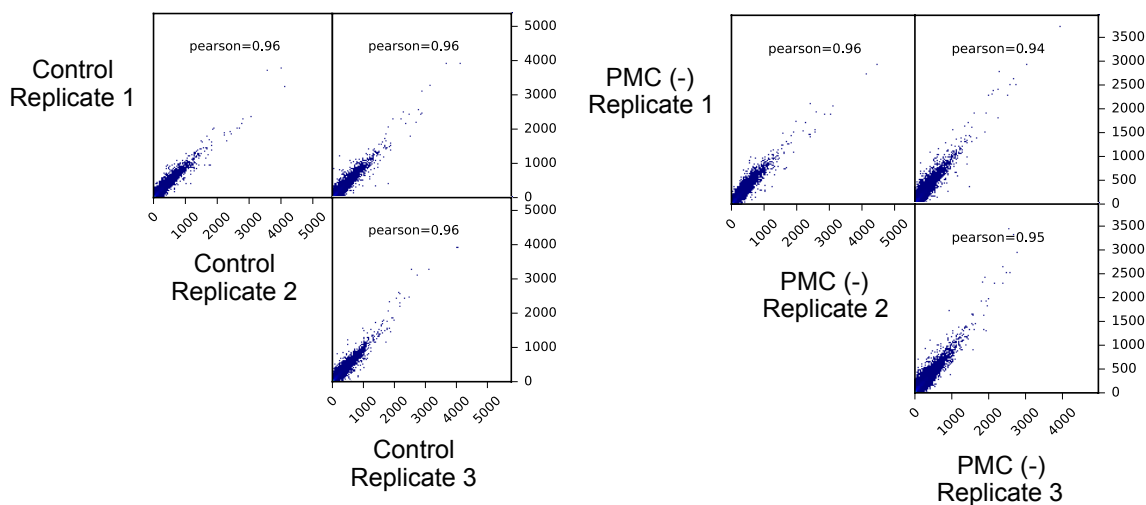

**Supplement:** Supplementary file 1 — Figure S1. Sequence analysis pipeline and correlation of DNase-seq and ATAC-seq peaks within replicates. A) The bioinformatics pipeline used for DNase- seq and ATAC-seq sequence analysis. B) A scatterplot of the read counts of reads aligning to peaks in replicate 1 and 2 of isolated PMCs and other cells of the embryo. Replicates are highly concordant, with an average Pearson’s correlation of 0.915. C) A scatterplot of the read counts of reads aligning to peaks in all three replicates of PMC (−) and control embryos. Replicates are highly concordant, with an average Pearson’s correlation of 0.95.

# Supplementary material for: Global analysis of primary mesenchyme cell cis-regulatory modules by chromatin accessibility profiling
**Source:** BMC Genomics. 2018 Mar 20;19:206. doi: 10.1186/s12864-018-4542-z
**Supplement:** Supplementary file 2 — Table S1. Detailed sequence analysis information for ATAC-seq sequence reads.

**Supplementary Table 4: Sequencing and Peak information for ATAC-seq samples**

| Sample | Number of reads sequenced | Number of mapped reads | Number of reads post duplicate removal and equalization | Number of peaks (f-seq*) | Avg. Peak size (bp) | FRiP Score** |
| --- | --- | --- | --- | --- | --- | --- |
| Isolated PMCs replicate 1 | 75,312,725 | 57,443,004  (76.3%) | 42,992,104 | 361,901 | 502 | 0.64 |
| Isolated PMCs replicate 2 | 79,841,016 | 58,259,643  (72.97%) | 42,999,562 | 379,901 | 500 | 0.62 |
| Other cells replicate 1 | 95,075,858 | 75,936,782  (79.9%) | 42,988,015 | 335,047 | 513 | 0.66 |
| Other cells replicate 2 | 105,842,445 | 85,653,116  (80.9%) | 42,999,562 | 391,604 | 504 | 0.62 |

*F-seq parameters used: -f 0 and –t 2

**FRiP score is calculated by dividing the number of aligned reads overlapping peaks with the total number of reads mapped.

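The FRiP score in Table S1 describes how much of a library falls in peaks. For peak sets that cover a like share of the genome, a higher score stands for a lower background. The table divides the aligned reads in peaks by the mapped reads. From the deposited counts, the fraction was computed in a different way, as the reads that HTSeq assigned to a peak of the RPS over all reads of the sample after equalization. It was 0.332 ± 0.0233 (SD, n = 4). Of all reads, 43.0% on average had been set aside by HTSeq for low mapping quality. Over the remaining reads, the fraction was 0.582 ± 0.0432 (SD, n = 4), a denominator that was chosen after seeing the values.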

# Supplementary material for: Global analysis of primary mesenchyme cell cis-regulatory modules by chromatin accessibility profiling
**Source:** BMC Genomics. 2018 Mar 20;19:206. doi: 10.1186/s12864-018-4542-z

## A GO Enrichment of PMC DE Genes Within 10 kb of ATAC-seq Differential Peaks

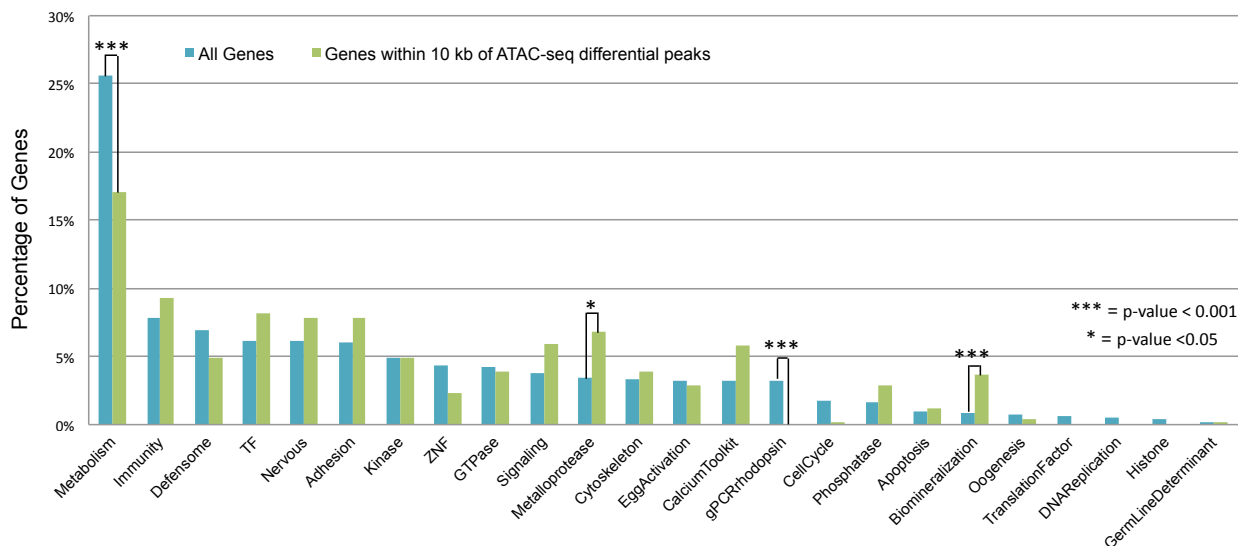

## B GO Enrichment of PMC DE Genes Within 10 kb of DNase-seq Differential Peaks

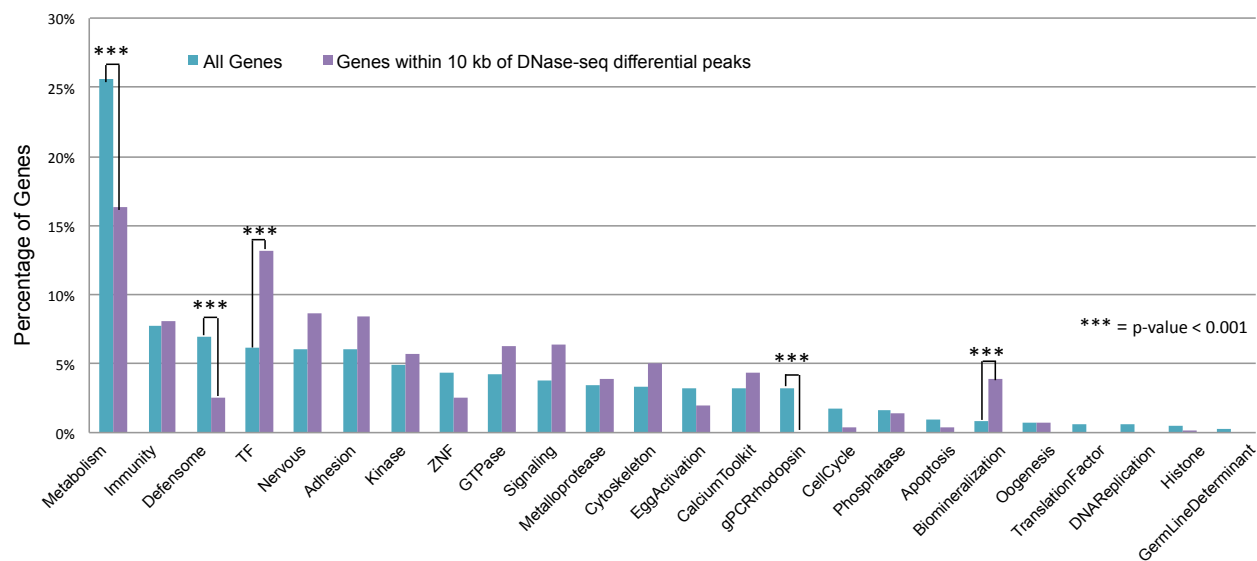

## C GO Enrichment of PMC DE Genes Within 10 kb of Overlapping Differential Peaks

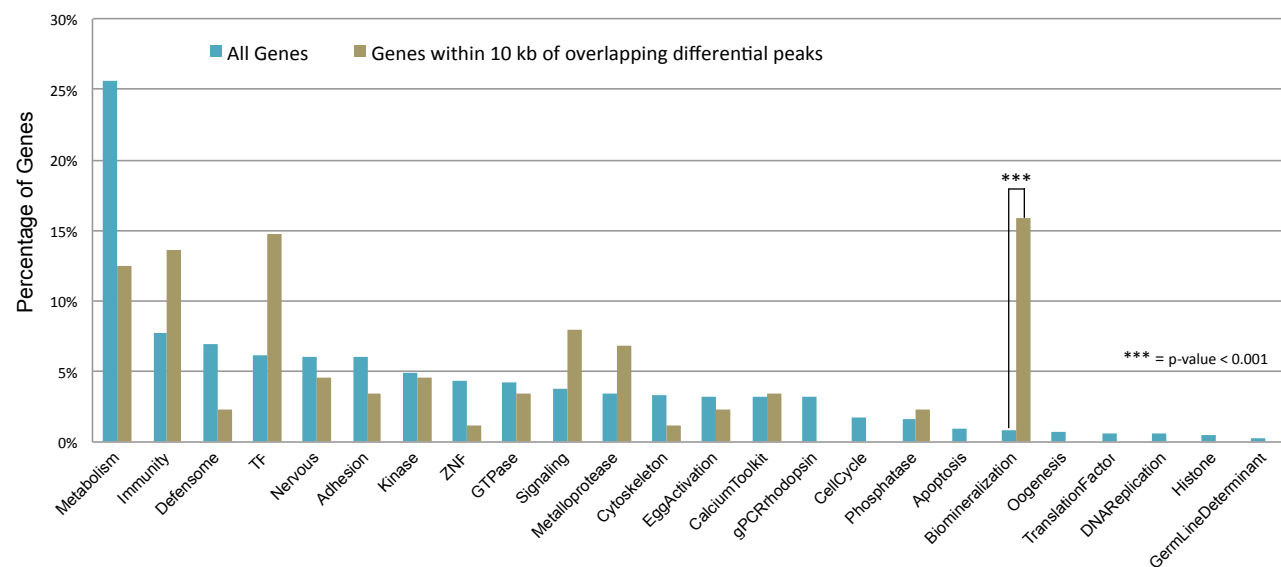

**Supplement:** Supplementary file 8 — Figure S2. Functional category (GO) enrichment for differential peak sets. A) The functional categorization of genes within 10 kb of ATAC-seq differential peaks. Functional assignments obtained from Echinobase are based on hand annotation (Sea Urchin Genome Sequencing Consortium, 2006) and on primary GO terms derived by blast2go (Tu et al., 2012). Of the 1110 genes within 10 kb of differential peaks, 326 have been assigned to functional categories. Genes assigned to multiple functional classes are counted multiple times. B) The functional categorization of genes within 10 kb of DNase-seq differential peaks. Of the 1216 genes within 10 kb of differerential peaks, 400 have been assigned to functional categories. C) The functional categorization of genes within 10 kb of overlapping, differential peaks. Of the 135 genes within 10 kb of overlapping, differential peaks, 55 have been assigned to functional categories.

# Supplementary material for: Global analysis of primary mesenchyme cell cis-regulatory modules by chromatin accessibility profiling
**Source:** BMC Genomics. 2018 Mar 20;19:206. doi: 10.1186/s12864-018-4542-z
**Supplement:** Supplementary file 9 — Table S6. Detailed sequence analysis information for DNase-seq sequence reads.

**Supplementary Table 3: Sequencing and Peak information for DNase-seq samples**

| Sample | Number of reads sequenced | Number of mapped reads | Number of reads post duplicate removal and equalization | Number of peaks (f-seq*) | Avg. Peak size (bp) | FRiP Score** |
| --- | --- | --- | --- | --- | --- | --- |
| Control whole 28 hpf embryos replicate 1 | 26,403,533 | 21,043,220 (79.70%) | 14,677,169 | 244,614 | 443 | 0.55 |
| Control whole 28 hpf embryos replicate 2 | 23,619,516 | 19,044,489 (80.63%) | 14,676,742 | 247,373 | 454 | 0.55 |
| Control whole 28 hpf embryos replicate 3 | 23,895,538 | 19,219,813 (80.43%) | 14,680,727 | 259,415 | 429 | 0.54 |
| PMC-minus 28hpf embryos replicate 1 | 20,303,626 | 16,262,383 (80.10%) | 14,678,403 | 241,839 | 447 | 0.56 |
| PMC-minus 28hpf embryos replicate 2 | 24,287,454 | 19,288,663 (79.42%) | 14,678,452 | 258,675 | 459 | 0.55 |
| PMC-minus 28hpf embryos replicate 3 | 22,812,500 | 18,295,936 (80.20%) | 14,679,972 | 284,124 | 418 | 0.52 |

*F-seq parameters used: -f 0 and –t 2

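For the DNase-seq samples, the same calculation from the deposited counts assigned a fraction of 0.255 ± 0.0179 (SD, n = 6) of all reads to peaks of the DNase-seq RPS. Reads of low mapping quality made up 44.5% on average. Without them in the denominator, a choice made after the values were seen, the fraction was 0.459 ± 0.0314 (SD, n = 6).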

**FRiP score is calculated by dividing the number of aligned reads overlapping peaks with the total number of reads mapped.

# Supplementary material for: Global analysis of primary mesenchyme cell cis-regulatory modules by chromatin accessibility profiling
**Source:** BMC Genomics. 2018 Mar 20;19:206. doi: 10.1186/s12864-018-4542-z
**Supplement:** Supplementary file 14 — Table S9. Enrichment of PMC TF consensus binding sites in differential peaks. Consensus sequences for 14 sea urchin TFs are shown. Binding sites for Ets1 and Alx1, two PMC-enriched TFs, are significantly enriched (p < 0.0134) in ATAC-seq, DNase-seq, and overlapping differential peaks. HesC binding sites are significantly enriched (p < 0.0016) in the DNase-seq differential peak set.

**Enrichment of PMC TF Consensus Binding Sites in Differential Peaks.**

| **Transcription**  **Factor** | **Consensus**  **Sequence** | **Citation** | **Enrichment** |
| --- | --- | --- | --- |
| Ets1 | (C/A)GGAA or  A(C/A)C(C/A)GGAA(C/G)TA | Damle and Davidson, 2011; Consales and Arnone, 2001 | DNase-seq, ATAC-seq and overlapping peaks |
| Alx1 | TAATNNNATTA | Damle and Davidson, 2011 | DNase-seq, ATAC-seq and overlapping peaks |
| Blimp1 | G(A/G)AA(C/G)(G/T)GAAA; G(A/G)AA(C/G)AAAN | Yuh et. al., 2004 | None |
| Tbr | AGGTGTGA; AGGTGACA | Jarvela et. al., 2014 | None |
| Tcf1 | TTCAAAGG | Yuh et. al., 2004 | None |
| Gata | (C/T)GATA(A/G) | Lowry and Atchley, 2000 | None |
| Otx | TAATC(C/T) | Yuh et. al., 2004 | None |
| HesC | CACGTG or  CACGCG | Ochiai et. al., 2008;  Smith and Davidson, 2008 | DNase-seq peaks |
| bZIP | GCCGATTCAT | Range et. al., 2007 | None |
| Sox | AACAAT | Range et. al., 2007 | None |
| Myb | YAA(CG/TG) | Range et. al., 2007 | None |
| Ot1 | ATGCTAAA | Range et. al., 2007 | None |
| Gcm | ATRCGGGY | Calestani and Rogers, 2010 | None |
| CBF | CCAATT | Dayal et. al., 2004 | None |

# Supplementary material for: Global analysis of primary mesenchyme cell cis-regulatory modules by chromatin accessibility profiling
**Source:** BMC Genomics. 2018 Mar 20;19:206. doi: 10.1186/s12864-018-4542-z
**Supplement:** Supplementary file 15 — Table S10. Predicted TF binding sites in experimentally validated PMC CRMs. FIMO (Grant et al., 2011) identified several known sea urchin TF consensus binding sites in PMCs validated by reporter gene assays.

| **Validated PMC**  **CRM** | **Predicted TF**  **Binding Sites** |
| --- | --- |
| *Sp-kirrelL* (WHL22.699052) | Sox, Tbr, Gcm, bZIP, Otx, Myb, Ets1 |
| *Sp-mitf* (WHL22.677144) | Sox |
| *Sp-msp130r2* (WHL22.451280) | HesC, Blimp1, Gata, Sox |
| *Sp-sh2d5* (WHL22.637506) | Ets1, Gata, Gcm |
| *SPU_023052* (WHL22.364101) | None |
| Novel PMC DE Gene (WHL22.691495) | Myb |
| *Sp-hypp_2386* (WHL22.239326) | Blimp, Alx1 |
| *Sp-c-lectin/PMC1* (WHL22.411805) | Otx, Ets1 |
| Intergenic | None |

**Predicted TF Binding Sites in Validated PMC CRMs**

# Supplementary material for: Global analysis of primary mesenchyme cell cis-regulatory modules by chromatin accessibility profiling
**Source:** BMC Genomics. 2018 Mar 20;19:206. doi: 10.1186/s12864-018-4542-z
**Supplement:** Supplementary file 18 — Table S12. Detailed sequence analysis information for 128-cell ATAC-seq sequence reads.

**Supplementary Table: Sequencing and Peak information for 128-cell ATAC-seq Sample**

| Sample | Number of reads sequenced | Number of mapped reads | Number of reads post duplicate removal | Number of peaks (f-seq*) | Avg. Peak size (bp) | FRiP Score** |
| --- | --- | --- | --- | --- | --- | --- |
| Control whole 28 hpf embryos replicate 1 | 97,645,821 | 60,118,344 (61.57%) | 41,651,211 | 360,959 | 498 |  |

*F-seq parameters used: -f 0 and –t 2

**FRiP score is calculated by dividing the number of aligned reads overlapping peaks with the total number of reads mapped.

How the deposited data were processed for this re-analysis (not part of the article)

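The processed files of the series hold ATAC-seq counts of isolated PMCs and other cells at 24 hpf (2 replicates each) and DNase-seq counts of control and U0126-treated PMC (−) embryos at 28 hpf (3 replicates each). The third ATAC-seq replicate, which the paper left out, and the ATAC-seq sample of the 128-cell stage were not in the files analysed here. Each sample's condition and replicate number were taken from its label and the paper.

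The deposited values are counts, which the authors obtained in the following way. Reads were trimmed with Cutadapt 1.9 and mapped with Bowtie2 2.1.0 to version 3.1 of the genome. Duplicates were removed and the number of reads was equalized between samples with Samtools 1.3. Peaks were called with F-seq 1.85, replicate peaks were merged into a reference peak set, and reads in each peak were counted with HTSeq 0.6.0. Overlaps were computed by the authors with BEDOPS 2.4.2. Bedtools 2.19.1 served to convert the alignments to BED format and to count reads in peaks for the FRiP score. The counts are not normalized, but the equalization came before counting and cannot be undone from them. HTSeq's tallies of reads without a peak or of low mapping quality were kept apart from the counts. The mapping-quality threshold of HTSeq and the version of DESeq2 are not stated.

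The reads counted in peaks ranged from 13259209 to 15568032 per ATAC-seq sample and from 3253705 to 3939226 per DNase-seq sample. The median count of a peak in a sample was 21 in ATAC-seq and 6 in DNase-seq. At least 10 counts in every sample were reached by 181110 of 295441 and by 43631 of 157108 peaks, so the fold changes of the remaining peaks are imprecise. With 2 or 3 replicates per group, the error of each fold change is given as the standard error from the fit or the SD between replicates.

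Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, estimateDisp, glmQLFit with default arguments and glmQLFTest) in all peaks with at least 1 count in any sample, separately for each assay. The nominal thresholds were those of the paper, 0.2 for ATAC-seq and 0.1 for DNase-seq, and Benjamini-Hochberg adjusted p-values were held against 0.05. The default arguments of glmQLFit in this version include legacy = TRUE. The first complete run set legacy = FALSE by mistake. After its values had been seen, the main fit was returned to the default arguments, because the design written before the files arrived names them, and legacy = FALSE is reported as an added alternative. Each fit was repeated with the replicate number as a block, since the paper describes each replicate as a separate mating. To check this pairing, the correlation of deviations from the group means was computed between samples with the same and with different replicate numbers, for peaks with at least 10 counts in every sample.

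Fold changes are PMCs over other cells and control over PMC (−) embryos on the log2 scale. Normalized counts are counts scaled by the TMM factors. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Overlaps of the differential peaks in the supplementary tables were computed with bedtools 2.31.1, with 75% of either peak as the minimum, and the associations were tested with Fisher's exact test. Locations and distances to genes were taken from the supplementary lists of transcripts, which had been shortened, and were limited to the 1542 ATAC-seq and 1403 DNase-seq differential peaks before that point. While the locations were being computed, the distance rule was changed after a value had been seen, and this change was undone before the results given here. Reporter activity was compared with an exact Mann-Whitney test, and the shares of reads in peaks with an exact permutation test. Other medians were compared with 100000 permutations.

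The fits were tested on simulated data with 200 changed peaks of 4-fold difference, with and without variation between matings. In simulated ATAC-seq counts with such variation, the main fit recovered 74% of the changed peaks after adjustment with 0 false calls, and the fit with the block recovered 100% with 11 false calls. In simulated DNase-seq counts with such variation, both recovered 100%, with 2 and 8 false calls. Without such variation, the main and blocked fits recovered 88.5% and 85.5% in ATAC-seq, with 9 and 8 false calls. In DNase-seq without it, they recovered 99.5% and 99%, with 6 and 4 false calls. The blocked fit with legacy = FALSE recovered 100% in DNase-seq with such variation and 78% without it, with 0 false calls in each. The changed peaks had a mean count of at least 50, above the median count of 21 in ATAC-seq and 6 in DNase-seq. Among real peaks with at least 10 counts in every sample, none reached a 4-fold difference in either assay. The recovery rates therefore do not measure how well the fits find smaller differences or weaker peaks.

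The peaks named in the text were fixed by a rule written before the files arrived. They are the peaks that the paper names or draws and its tables identify, and in each assay and direction the 5 peaks with the lowest nominal p-values among those changed the same way in every mating. The alternatives were DESeq2 1.42.0 with and without a beta prior, DESeq2's size factors, total counts, a filter at 10 counts, the replicate block, a threshold of 0.05, leaving out each sample, and other rules for correlations, overlaps, distances and locations. Motifs, functional categories, expression classes, the location of all reference peaks and comparisons with non-differential peaks were left out, because the sequence, annotation or coordinates they need were not in the files analysed here.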

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

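One result was flagged because it lies in peaks that the paper does not discuss. In the DNase-seq fit with the replicate block, 32 peaks outside Tables S7 and S21 had an adjusted p-value below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 23 were higher in control embryos and 9 in PMC (−) embryos, and 31 changed the same way in all 3 matings. Their median absolute log2 fold change was 0.297, against 0.811 for the other peaks past this threshold.

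False calls of the blocked fit were tested by swapping control and PMC (−) samples within matings. The 3 other swaps gave at most 2 peaks with an adjusted p-value below 0.05, against 1024 for the real samples. Few counts were tested by the share of the 32 peaks with at least 10 counts in every sample, which was 96.875%. The share with enough counts leaves few counts out as the explanation, but the swaps do not rule out false calls. A swap turns real differences into residual variation and so lowers the number of calls, and a threshold of 0.05 on the adjusted p-value allows more than 32 false calls among 1024. The blocked fit made 8 false calls in simulated DNase-seq counts with variation between matings. The result also depends on the fit. With legacy = FALSE in glmQLFit and the same block, an alternative chosen after seeing the values, 12 DNase-seq peaks passed the threshold and 0 of them lay outside Tables S7 and S21. Because most of the 1024 peaks failed in that fit, the count of 0 says little about the 32 peaks in particular. Since the threshold allows more than 32 false calls, these peaks cannot be told apart from false calls of the blocked fit. No biological explanation is offered.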

How the results depend on the processing

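The tests, thresholds, named peaks and alternatives were chosen before the processed files arrived, except for DESeq2 with the replicate block, legacy = FALSE in glmQLFit with and without the block, and the denominator of reads passing the mapping-quality filter, which were chosen after seeing the data. The planned comparison of edgeR's default glmQLFit with its legacy form has no row of its own, because the default of the version used is the legacy form. The first complete run used legacy = FALSE by mistake, and the main fit was returned to the defaults named in the design after those values had been seen.

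Numbers of peaks are given in the order higher in PMCs, in other cells, in control embryos and in PMC (−) embryos. The main fit gave 15800, 13401, 6662 and 5543, with 0 ATAC-seq and 1 DNase-seq peaks past an adjusted p-value of 0.05. DESeq2 at its default gave 1797, 1677, 1727 and 955, with 9 adjusted DNase-seq peaks, and with a beta prior 1562, 1457, 1639 and 816, again with 9. DESeq2 with the replicate block gave 1910, 2016, 1916 and 928, with 37. At least 10 counts in every sample left 10206, 8341, 2062 and 1732, with 0. The replicate block gave 26531, 24251, 11399 and 9102, with 6 adjusted ATAC-seq and 1024 adjusted DNase-seq peaks. The block with legacy = FALSE gave 28488, 26327, 11754 and 9681, with 12 adjusted DNase-seq peaks and 0 in ATAC-seq, and legacy = FALSE without the block gave 0 in DNase-seq. A nominal threshold of 0.05 left 1798, 1189, 3408 and 2435. Total counts gave 14929, 11044, 5364 and 6763, which reversed the larger direction in DNase-seq. Leaving out control replicate 3 also reversed it, with 6253 peaks higher in control embryos and 6937 in PMC (−) embryos. Fits that each left out one sample gave from 10549 to 31660, from 15077 to 22656, from 5914 to 7738 and from 4294 to 6937, and from 0 to 3 adjusted DNase-seq peaks.

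The mean replicate correlation was 0.940339 on the log2 scale and 0.937759 with Spearman's method in ATAC-seq, and 0.928546 and 0.91366 in DNase-seq, where at least 10 counts in every sample gave 0.976261. The median log2 fold change with a beta prior in DESeq2 was 0.272738 in ATAC-seq and 0.415926 in DNase-seq. In DNase-seq it was 0.880221 with total counts and 0.574868 with at least 10 counts in every sample. Leaving out each sample gave medians from 0.801994 to 1.04557 in ATAC-seq and from 0.803027 to 0.956945 in DNase-seq. Overlapping differential peaks fell from 163 to 44 with 75% of both peaks and to 18 with a nominal p-value under 0.05 in both sets. With promoters first, the shares of ATAC-seq differential peaks were 4.0856% in promoter regions, 9.79248% upstream and 6.67964% downstream, and those of DNase-seq were 45.6878% in gene bodies, 13.685% in promoter regions and 6.27227% downstream. Over reads passing the mapping-quality filter, the fractions in peaks were 0.581902 and 0.458879.

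The difference in log2 fold change between active and inactive constructs changed sign, from -0.0482442 to 0.0129888 with a beta prior and to 0.111179, 0.0758676 and 0.154895 without PMC replicate 1, PMC replicate 2 and other cell replicate 2, in a range from -0.0764954 to 0.154895 over the fits that left out a sample. Its direction is therefore not determined. Of 965 rows for 84 named peaks, 926 stayed as in the main fit, and 39 rows of 28 peaks no longer passed the nominal threshold in the same direction. None changed direction.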

Differences from the paper's values

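A gap between counts or shares is called closed here when neither value is more than 1.5 times the other. The main edgeR fit gave 15800 peaks higher in PMCs against the paper's 1582, 13401 higher in other cells against the paper's 1500, 6662 higher in control embryos against the paper's 1659, and 5543 higher in PMC (−) embryos against the paper's 817. Of the alternatives set before the files arrived, DESeq2 at its default (1797, 1677, 1727 and 955) and with a beta prior (1562, 1457, 1639 and 816) closed all 4 gaps, and the paper's methods name DESeq2. A nominal threshold of 0.05 closed both ATAC-seq gaps (1798 and 1189) but neither DNase-seq gap (3408 and 2435). At least 10 counts in every sample closed the gap for control embryos (2062) only. The size factors of DESeq2, total counts, the replicate block and leaving out samples closed none. DESeq2 with the replicate block, which was chosen after seeing the values, closed all 4 (1910, 2016, 1916 and 928), while legacy = FALSE, also chosen after seeing the values, closed none with or without the block.

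The mean correlation of replicates was 0.96863 in ATAC-seq against the paper's 0.915 and 0.979932 in DNase-seq against the paper's 0.955. The log2 scale (0.940339 and 0.928546), Spearman's method (0.937759 and 0.91366) and at least 10 counts in every sample (0.965953 and 0.976261) did not close either gap.

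The median log2 fold change at the differential peaks was 0.947748 in ATAC-seq against the paper's 0.273669, and 0.92435 in DNase-seq against the paper's 0.419088. A beta prior in DESeq2 gave 0.272738 and 0.415926 and closed both gaps. No other alternative set before the files arrived did.

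Promoter regions held 2.39948% of the ATAC-seq differential peaks against the paper's 4%. Giving promoters priority over all listed transcripts gave 4.0856% and closed the gap. The number of overlapping differential peaks of Table S11 that are not in Table S15 was 84 against the paper's 34 for overlapping peaks not open at the 128-cell stage, and no alternative was set for this count.

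The fraction of reads in peaks was 0.331687 in ATAC-seq against the paper's 0.635 and 0.254743 in DNase-seq against the paper's 0.545. No alternative was set for it before the files arrived. The reads passing the mapping-quality filter as the denominator, which were chosen after seeing the values, gave 0.581902 and 0.458879. These lie within 1.5 times the paper's values, but each stayed below the paper's value by more than the SD between samples (0.0432 in ATAC-seq and 0.0314 in DNase-seq), so the gaps were narrowed.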

Other observations

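Samples of one mating correlated more than samples of one condition in both assays, with means of 0.985 against 0.969 in ATAC-seq and 0.988 against 0.980 in DNase-seq. A few peaks taking most of the counts were tested with ranks over peaks with at least 10 counts in every sample, and the lowest same-mating value still lay 0.0223936 above the highest same-condition value. This prediction alone was written after its result had been seen; the others in this section were written before the results they test. Some of the fits were run again after the setting of glmQLFit was corrected. Library size was tested by thinning to the smallest sample, and the difference remained at 0.0058813. Parental sequence variants against the reference were tested with ATAC-seq peaks at least 8-fold apart between matings. Of 88717 peaks with at least 50 normalized counts in a sample, 112 differed the same way in both cell fractions and 0 in opposite ways. Their 2 neighbouring pairs did not exceed the most in 1000 random draws, also 2, so the prediction for variants was met in part only. Library batches were not given in the files, so a batch that follows the mating may remain, and so may a biological difference between matings.

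For ATAC-seq without the block, the split of the 4 samples by mating gave 54043 and 53241 peaks below the nominal threshold in its 2 directions and 8539 with an adjusted p-value below 0.05, against 15800, 13401 and 0 for the real groups. The other split puts a sample of each mating on either side, as the real groups do. It gave 11487 and 11337 peaks below the nominal threshold, fewer than the real groups, and 0 with an adjusted p-value below 0.05. A single such split is too few for a test. With the block, swapping PMCs and other cells in one mating gave 5 peaks with an adjusted p-value below 0.05, against 6 for the real groups. The 6 ATAC-seq peaks therefore cannot be told apart from what such a swap gives.

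For DNase-seq without the block, 7 of the 10 splits of the 6 samples gave as many peaks in the larger direction as the real groups gave higher in control embryos, 7 of the 10 as many in the smaller direction as were higher in PMC (−) embryos, and 6 of the 10 as many with an adjusted p-value below 0.05, the real split included. The share of 10 splits is never under 0.1, so the design cannot separate the real numbers from those of other splits. The 6 other splits with as many peaks each put both samples of one mating on the same side, so that they also hold differences between matings. The other 3 splits take one sample of each mating, as the real one does. They gave 4176, 1799 and 1769 peaks in the larger direction, 3312, 1744 and 1592 in the smaller, and 0 adjusted peaks, all below the real 6662, 5543 and 1. This grouping of the splits was made after their values had been seen, and 4 splits are too few for a test. With the block, the 3 swaps within matings gave 2, 1 and 0 adjusted peaks against 1024. A swap also turns real differences into residual variation, which lowers the number of calls.

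In the DESeq2 fits, 1.26% of ATAC-seq and 1.93% of DNase-seq peaks were below nominal thresholds of 20% and 10%, fewer than uniform p-values give. Variation between matings counted as noise was tested by adding the mating to the model, which multiplied the share by 1.06039 in the assay with the smaller change. Few counts were tested with the ATAC-seq peaks that had at least 10 counts in every sample, of which 1.23571% were below the threshold. In DNase-seq the same filter raised the share from 1.93% to 3.09%, still under the threshold, so few counts could contribute in that assay without accounting for the whole. In simulated ATAC-seq counts DESeq2 put 9.01% of unchanged peaks below 20% without variation between matings and 1.87% with it. With the mating in the model, it was 1.69% in the simulated counts with variation between matings. Adding the mating to the model therefore could not reveal this explanation, and variation between matings remains a candidate explanation. No biological explanation was tested.

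Peaks higher in other cells in ATAC-seq overlapped DNase-seq peaks higher in control embryos in 31 pairs. Noise at the nominal thresholds was tested with the replicate block, in which 100% of the pairs passed both thresholds the same way. All 1457 and all 1659 peaks of the 2 sets passed with the block, so this test could not reveal noise. Effects of U0126 outside PMCs were tested by the share near PMC DE genes, which was 5.26% (1 of 19) against 43.6% (51 of 117) for peaks higher in PMCs (Fisher's exact test, p = 0.000824464). A low share near PMC DE genes could also arise from noise, because the comparison peaks are themselves enriched near these genes. The share therefore does not decide between the explanations. A response of other cells to U0126 remains a hypothesis beside noise. The block is fitted to the same samples that selected these peaks.

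At overlapping differential peaks, the log2 fold change was larger in DNase-seq in 156 of 163 pairs (95.7%). The assays make different comparisons, PMCs with other cells in ATAC-seq and whole embryos with and without U0126 in DNase-seq. No test addressed this difference in design. Selection of noisy peaks was tested with the 6 pairs that had a mean count of at least 100 in both assays, of which 50% (3 pairs) had the larger value in DNase-seq. Different peak widths were tested with the 44 pairs that overlap by 75% of both peaks, of which 97.7273% did. The selection of noisy peaks could therefore be a candidate explanation, though 6 pairs are few, and different peak widths could not account for the pattern.

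Peaks 1 to 3 places from an ATAC-seq differential peak had a median log2 fold change of 0.110, where 1000 random draws gave 0.00176 to 0.0110. Pieces of one open region were tested with peaks 4 to 6 places away, whose median was 0.0762408 against draws of 0.00291 to 0.0109. One mating driving the fold change was tested by the lower of the matings, 0.0410602 in mating 1, against 0.155 in mating 2. The shift had the same sign in both matings but was larger in mating 2. No random draws are given for a single mating, so a main contribution of mating 2 is not ruled out. A domain of higher accessibility around differential peaks may remain as a hypothesis, beside technical explanations that were not tested, such as copy number or mappability.

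Among the 1582 ATAC-seq differential peaks, the 521 open at the 128-cell stage had a median log2 fold change of 0.928, against 0.954 for the others, a difference of -0.0256 (100000 permutations, p = 0.368). The count level of the peaks was tested in 3 groups of peaks by mean count, from low to high, in which the difference was 0.179658, 0.00897 and -0.0482. No difference was found, and its sign depends on the count level.

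In the reference peak sets, 19038 ATAC-seq and 17876 DNase-seq peaks had no counted read in any sample. Too little depth was tested by the number of such peaks over those with 1 or 2 counts in all, which was 2.26994 in the assay with the smaller ratio, so low depth is not enough to account for them. On average, 43.0% of ATAC-seq and 44.5% of DNase-seq reads had been set aside for low mapping quality, but whether these lie in the peaks without counts was not tested, nor was a biological explanation.

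ATAC-seq differential peaks near PMC DE genes had a median log2 fold change of 0.757 against 0.987 for the others, a difference of -0.230 (p = 2e-05, the smallest that 100000 permutations can give). In DNase-seq the values were 1.12 and 0.879, a difference of 0.244 (100000 permutations, p = 4.0e-05). The permutations treat peaks as independent, though several can lie near the same gene, so both p-values overstate the evidence. No explanation was tested for the opposite signs.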
